# MMP24 Contributes to Neuropathic Pain in an FTO-Dependent Manner in the Spinal Cord Neurons

**DOI:** 10.3389/fphar.2021.673831

**Published:** 2021-04-29

**Authors:** Longfei Ma, Yangyuxin Huang, Fengjiang Zhang, Dave Schwinn Gao, Na Sun, Jinxuan Ren, Suyun Xia, Jia Li, Xinyi Peng, Lina Yu, Bao-Chun Jiang, Min Yan

**Keywords:** neuropathic pain, matrix metallopeptidase 24, fat-mass and obesity-associated protein, N6-methyladenosine, spinal cord

## Abstract

Nerve injury-induced gene expression change in the spinal cord is critical for neuropathic pain genesis. RNA N^6^-methyladenosine (m^6^A) modification represents an additional layer of gene regulation. We showed that spinal nerve ligation (SNL) upregulated the expression of matrix metallopeptidase 24 (MMP24) protein, but not *Mmp24* mRNA, in the spinal cord neurons. Blocking the SNL-induced upregulation of spinal MMP24 attenuated local neuron sensitization, neuropathic pain development and maintenance. Conversely, mimicking MMP24 increase promoted the spinal ERK activation and produced evoked nociceptive hypersensitivity. Methylated RNA Immunoprecipitation Sequencing (MeRIP-seq) and RNA Immunoprecipitation (RIP) assay indicated the decreased m^6^A enrichment in the *Mmp24* mRNA under neuropathic pain condition. Moreover, fat-mass and obesity-associated protein (FTO) was colocalized with MMP24 in spinal neurons and shown increased binding to the *Mmp24* mRNA in the spinal cord after SNL. Overexpression or suppression of FTO correlates with promotion or inhibition of MMP24 expression in cultured spinal cord neurons. In conclusion, SNL promoted the m^6^A eraser FTO binding to the *Mmp24* mRNA, which subsequently facilitated the translation of MMP24 in the spinal cord, and ultimately contributed to neuropathic pain genesis.

## Introduction

Nerve injury-induced neuropathic pain is a refractory and debilitating disease (Mitka, 2003). Limited treatments are available for this disorder because most therapies work only symptomatically via neurotransmission blockade but ignore the underlying pain pathogenesis and its phasic progression. The development of more efficient treatment of this disease comes to a standstill due to our incomplete understanding of mechanisms underlying the neuropathic pain induction and maintenance (Ji et al., 2009). Abnormal gene expression changes in the dorsal root ganglion (DRG) and spinal cord are the crucial molecular basis for developing and maintaining neuropathic pain (Jiang et al., 2016; Pokhilko et al., 2020).

Epigenetic processes, such as DNA methylation, histone modifications, and non-coding RNAs, frequently regulate pain-related gene expression (Jiang et al., 2018; Wu et al., 2019; Lin et al., 2020). RNA methylation mediated RNA post-transcriptional modification has recently been emphasized as a significant epigenetic modification (He and He, 2021). N6-methyladenosine (m^6^A) is the most prevalent and dynamic modification in mRNA with a preference for the 3′-untranslated region (3′-UTR) and the transcription starting site (Dominissini et al., 2012; Meyer et al., 2012; Fu et al., 2014). m^6^A is installed by “writer” complex composed of methyltransferase-like 14 (METTL14), methyltransferase-like 3 (METTL3) and Wilms’ tumor 1-associating protein (WTAP), and removed by “eraser” demethylases fat-mass and obesity-associated protein (FTO) and AlkB homolog 5 (ALKBH5) (Dominissini et al., 2012; Zheng et al., 2013; Fu et al., 2014; Liu et al., 2015). This modification is recognized by m^6^A-binding proteins (Dominissini et al., 2012; Fu et al., 2014; Liu et al., 2015) to mediate various mRNA biogenesis, such as RNA stability, translation, splicing and export (Yang et al., 2018). In particular, recent evidence revealed that neuropathic pain could be partially attributed to the methyltransferases/demethylases-induced RNA m^6^A modification dysregulation of pain-associated genes in the DRG (Li et al., 2020; Albik and Tao, 2021). However, the role of spinal m^6^A modification in the neuropathic pain genesis remains largely unknown.

Increasing evidence suggests that proteases such as matrix metalloproteases (MMPs), caspases, and cathepsin S play a vital role in the genesis of neuropathic pain by regulating neuroinflammation in the central nervous system (Ji et al., 2009; Hannocks et al., 2019; Jiang et al., 2020a), through the cleavage of the extracellular matrix proteins, chemokines, and cytokines (Manicone and McGuire, 2008). The MMP family includes more than 20 members. Among them, MMP2 and MMP9 are involved in the regulation of neuropathic pain during the early and late phase, respectively, through the cleavage/activation of interleukin 1 beta (IL-1β) in the extracellular matrix and subsequent phosphorylation of extracellular signal-regulated kinase 1/2 [pERK1/2, a marker for spinal neuron hyper-sensitization (Zhuang et al., 2005)] (Kawasaki et al., 2008). MMP24 is abundantly expressed throughout the nervous system (Hayashita-Kinoh et al., 2001) and could degrade several extracellular matrix components, including cell-adhesion molecule N-cadherin to promote neurite outgrowth in cultured cells (Hayashita-Kinoh et al., 2001). Mouse strain lacking in MMP24 was found absent of thermal hyperalgesia with inflammation model (Folgueras et al., 2009). However, whether MMP24 in the spinal cord participates in the development or maintenance of neuropathic pain is still elusive.

Here, we report that spinal nerve ligation (SNL) leads to a significant increase in the level of MMP24 protein, but not *Mmp24* mRNA, in the spinal cord. This increase contributes to the SNL-induced neuropathic pain induction and maintenance, possibly by the activation of ERK1/2. Mechanistically, SNL promoted FTO binding to the *Mmp24* mRNA for the erasure of m^6^A enrichment and possibly accelerated the *Mmp24* mRNA translation in the spinal cord.

## Materials and Methods

### Animals

Male C57BL/6J mice (6–8 weeks old for *in vivo* experiments) were purchased from SLAC Laboratory (Shanghai, CN). Rodents were hosted in a centralized location in the Second Affiliated Hospital of Zhejiang University (SAHZU), School of Medicine, with a standardized circadian cycle with 12 h of light and darkness. Mouse chow and water were provided, ad libitum. All experiments were approved by the Zhejiang Animal Care and Use Committee and the Ethics Committee of SAHZU, School of Medicine. Utmost care was taken to ensure the welfare of the rodents and kept their usage to a minimum. Behavioral experiments were undertaken with blinded investigators, with no knowledge of the viral content or other preparatory conditions.

### Animal Model

L4 spinal nerve ligation (SNL) was carried out according to the methods previously described (Decosterd and Woolf, 2000; Wang and Wang, 2003; Rigaud et al., 2008). In brief, mice were anesthetized with Nembutal. The lower back was dissected until the transverse lumbar process was exposed. After the process was removed, the underneath L4 spinal nerve was ligated with a silk 6–0 thread. A slight distal location was chosen for transection around the ligation site. Subsequent layers of muscle and skin were closed. The sham groups undertook identical procedures, but without the transection or ligature of the corresponding nerve.

### Behavioral Tests

Mechanical and thermal pain tests along with locomotor function assessments were performed as described in the previous studies (He et al., 2011; Zhao et al., 2013; Daskalaki et al., 2018). Each behavioral test was carried out at 1 h interval.

Paw withdrawal frequencies (PWF) were defined as a response to physical stimulation via von Frey filaments. In short, the animal was introduced to an individual Plexiglas chamber on an elevated mesh screen. Two calibrated von Frey filaments (0.07 and 0.4 g) (DanMic Global. Campbell, CA) were utilized to stimulate the hind paw for ∼1 s and the hind paw was stimulated repeatedly 10 times at 5 min interval. Paw withdrawal responses were aggregated, averaged over the number of trials, and calculated in percentage, which resulted in the PWF ((number of paw withdrawals/10 trials) × 100 = % response frequency).

A Model 336 Analgesia Meter (IITC Inc. Life Science Instruments. Woodland Hills, CA) was utilized to measure paw withdrawal latencies (PWL) to the noxious application of heat. In short, the rodent was introduced to an individual Plexiglas chamber on a glass plate. The analgesic meter's light emitter beamed through a keyhole onto the hind paw’s plantar surface, with the stimuli switched off upon paw withdrawal. The paw withdrawal latency was logged, defined as time passed between initiation of the stimuli to paw withdrawal. Five trials were undertaken with an interval of 5 min each. 20 s cut-off limit was defined to eliminate any tissue injury.

Locomotor function tests the righting, grasping, and placing reflexes after PWF and PWL. Righting reflex: rodent placed supine on a flat surface, the time it takes to upright itself to a normal position was recorded. Grasping reflex: rodent placed on a meshed wire, any contact or grasp of the wire was recorded. Placing reflex: rodent placed on the edge of a surface with the hind leg in a lower position than forelimbs, while leaving hindlimbs just off contact with the edge of a platform, and recorded whether hind paws reflexively placed on the platform. Each trial was repeated at a 5 min interval five times and the scores for each reflex were recorded on the basis of counts of each normal reflex.

### Intraspinal and Intrathecal Injection

The intraspinal injection was performed as described previously (Jiang et al., 2016). In short, after anesthetized with Nembutal, mice underwent hemilaminectomy at the L1-L2 vertebral segments. The intraspinal injection was carried out ipsilaterally on the left side. By using a glass micropipette, each animal received two injections (5 × 10^5^ TU per injection, 0.8 mm from the midline, 0.5 mm apart in rostrocaudal axis, 0.5 mm deep) of lentivirus following the L3-L4 dorsal root entry zone after exposure of spinal cord. The tip of glass micropipette should reach a depth of lamina II-IV of the spinal cord. Finally, the dorsal muscle and skin were sutured layer by layer.

Intrathecal injection of siRNA (20 μM, 10 μL) was performed daily for two to three consecutive days in sham or SNL mice. Mice were held firmly in place over the pelvic girdle and between L5 and L6 vertebrae inserted a 30-gauge needle attached to a 25 μL microsyringe. A slight flick of the tail after a sudden advancement of the needle confirmed the proper insertion of the needle into the subarachnoid space (Jiang et al., 2016). TurboFect *in vivo* transfection reagent (Thermo Fisher, R0541) was used to improve delivery and prevent siRNA degradation. *Mmp24* siRNA1 (sense: 5′-GAG AUU CGU CUU CUU CAA ATT-3′, antisense: 5′-UUU GAA GAA GAC GAA UCU CTT-3′), *Mmp24* siRNA2 (sense: 5′-GGA UAU UAC ACC UAC UUC UTT-3′, antisense: 5′-AGA AGU AGG UGU AAU AUC CTT-3′), *Mmp24* siRNA3 (sense: 5′-CUA UCU UCC AAU UCA AGA ATT-3′, antisense: 5′-UUC UUG AAU UGG AAG AUA GTT-3′).

### Spinal Dorsal Horn Neuron Culture and Viral Transduction

Primary spinal neuronal cultures were prepared from 1 to 2 week old C57BL/6J mice using a procedure modified from our previously described method (Jiang et al., 2016). In short, a laminectomy was conducted and the spinal cord was carefully removed after decapitation. Superficial dorsal horn was isolated and then cut into several strips. The strips were incubated at 37°C for 45 min in Hanks’ balanced salt solution (HBSS, Invitrogen) containing papain (15 U/ml, Worthington Biochemical), then rinsed 3 times with HBSS, and placed in mixed Neurobasal Medium (Invitrogen) containing 5% fetal bovine serum (FBS, Invitrogen), heat-inactivated horse serum (5%, Invitrogen), B-27 (1%, Invitrogen), L-glutamax-1 (2 mM, Invitrogen), streptomycin (100 μg/ml, Invitrogen) and penicillin (100 U/ml, Invitrogen). A Fire-polished Pasteur pipette was used to dissociate fragments by gentle trituration mechanically. The resulting cell suspension was plated onto 6-well plates coated with poly-d-lysine and collagen. The cells were incubated at 37°C with 95% O_2_, 5% CO_2_. After the neurons were treated with cytosine arabinoside, 2–10 μL virus (titer ≥1 × 10^13^) was added to each well. The neurons were collected 3 days after virus transduction.

### Reverse Transcription (RT)-PCR

Total RNA from the cultured samples or tissue was extracted and purified using miRNeasy kit with genome DNA Eliminator Columns (QIAGEN, Germany). The SuperScript^™^ First-Strand Synthesis System (Invitrogen/Thermo Fisher) was then used to reverse-transcribe RNA. Each sample was run in a 20 μL reaction with 20 ng cDNA, 10 µL SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories, CA) and 250 nM forward and reverse primers. *Tuba1a* was used as an internal control for normalization. Real-time PCR was performed on the Applied Biosystems QuantStudio5 system (Applied Biosystems, CA). ΔCt method (2^−ΔΔCt^) was applied for mRNA levels calculation. All data were normalized to *Tuba1a*, which has been demonstrated to be stable even after peripheral nerve injury insult (Zhao et al., 2013; Wu et al., 2016). All the primers are listed in Table 1.

**TABLE 1:** Primers sequence for qRT-PCR or RIP-PCR.

Gene	Sequences	Size
*Mmp24*	F 5′-TGA​CCC​CAG​TGC​TAT​CAT​GG-3′	176 bp
	R 5′-TCT​CAG​ATG​GCG​AGT​GGA​TC-3′	
*Fto*	F 5′-GTG​AGG​ACG​AGT​CCA​GCT​TC-3′	225 bp
	R 5′-AGG​TGC​CTG​TTG​AGC​ACT​CT-3′	
*Mettl3*	F 5′-AAG​GAG​CCG​GCT​AAG​AAG​TC-3′	248 bp
	R 5′-TCA​CTG​GCT​TTC​ATG​CAC​TC-3′	
*Mettl14*	F 5′- TGA​GAG​TGC​GGA​TAG​CAT​TG-3′	200 bp
	R 5′-TCT​CTT​CCT​CCT​GCT​GCA​TT-3′	
*Alkbh5*	F 5′-GGA​ACC​TGT​GCT​TTC​TCT​GC-3′	176 bp
	R 5′-TGC​TCA​GGG​ATT​TTG​TTT​CC-3′	
*Wtap*	F 5′-GCA​AGA​GTG​CAC​CAC​TCA​AA-3′	161 bp
	R 5′-CAT​TTT​GGG​CTT​GTT​CCA​GT-3′	
*Tuba1a*	F 5′-GTG​CAT​CTC​CAT​CCA​TGT​TG-3′	210 bp
	R 5′-GTG​GGT​TCC​AGG​TCT​ACG​AA-3′	

### Plasmids Construction and Virus Production

The *Mmp24* and *Fto* coding sequences were synthesized by Tsingke Biological Technology (Beijing, CN), and were further inserted into pro-viral plasmids pLV-CMV-MCS-Ubi-ZSGreen and pAAV-CMV-MCS-F2A-EGFP, respectively, using the Seamless Cloning and Assembly Kit (SunBio, CN). pLV-CMV-ZSGreen or pAAV-CMV-EGFP was used as the corresponding control (SunBio, CN). Lentiviruses and adeno-associated viruses packaging were completed by the Tsingke Biological Technology (Beijing, CN) and Sunbio Technology (Shanghai, CN). The *Fto* coding region's shRNA (GenBank accession number NM_011936.2) was designed to target the sequence 5′-GTC TCG TTG AAA TCC TTT GAT-3′. A scramble shRNA was used as control (5′-TTC TCC GAA CGT GTC ACG T-3′). Both *Fto* and scrambled shRNA oligonucleotides were inserted to pAAV-CAG-EGFP-U6-shRNA and packaged into adeno-associated virus by SunBio. All the constructs were sequenced to prove sequence integrity.

### Immunohistochemistry

After anesthetized with Nembutal, mice were perfused with cold PBS and 4% paraformaldehyde through the ascending aorta. Following perfusion, the L4 spinal cord segments were removed, post-fixed in the same fixative at 4°C overnight and dehydrated. Spinal cord sections (25 μm) were cut in a cryostat and processed for immunofluorescence. The sections were blocked for 1 h at room temperature in PBS containing 5% goat or donkey serum and then incubated overnight at 4°C with the following primary antibodies: mouse anti-FTO (1:100, Abcam), rabbit anti-MMP24 (1:100, Affinity), mouse anti-NeuN (1:500, Abcam), rabbit anti-NeuN (1:500, Abcam), mouse anti-GFAP (1:500, EMD Millipore), rabbit anti-GFAP (1:500, Abcam), mouse anti-IBA1 (1:200, Sigma), rabbit anti-IBA1 (1:200, Wako). After wash, the sections were then incubated with corresponding second antibodies with either Alexa FluorTM 488- or Alexa FluorTM 594-labeled (1:500, Invitrogen) at room temperature for 1 h. 4′, 6-diamidino-2-phenylindole (DAPI) (Abcam) was finally utilized for slides mounting. Leica DMI4000 fluorescence microscope was used for immunofluorescence-labeled image examination (Leica, Germany).

### Western Blotting

Cytosolic and nuclear proteins were extracted from the L4 spinal cord as previous study (Zhao et al., 2017). Ice-cold lysis buffer was utilized for the tissue homogenization, which contained 10 mM Tris, 5 mM EGTA, 2 mM MgCl_2_, 1 mM DTT, 1 mM phenylmethylsulfonyl fluoride, and 40 μM leupeptin. After centrifugation (4°C, 15 min, 1,500 g), the supernatants were gathered for cytosolic proteins and the pellets for nuclear proteins. The protein sample concentration was measured using Detergent Compatible Bradford Protein Assay Kit (Beyotime, CN). After heated at 99°C for 5 min, the samples were loaded onto an SDS-polyacrylamide gel (Genshare Biology, CN) and then electrophoretically transferred onto a polyvinylidene fluoride membrane (Millipore, Burlington, MA, United States). The membranes were blocked with 5% nonfat milk TBST for 1 h and then incubated overnight with the following antibodies: mouse anti-FTO antibody (1:1,000, Abcam), rabbit anti-METTL3 antibody (1:1,000, Abcam), rabbit anti-METTL14 antibody (1:1,000, Proteintech), rabbit anti-ALKBH5 antibody (1:1,000, Abcam), mouse anti-WTAP antibody (1:100, Santa Cruz), rabbit anti-MMP24 antibody (1:1,000, Affinity), mouse anti-histone H3 (1:3,000, Santa Cruz), mouse anti-GAPDH (1:1,000, Zhongshan Golden Bridge Bio-technology), rabbit anti-phospho-ERK1/2 (Thr202/Thy204, 1:2,000, CST), rabbit anti-ERK1/2 (1:2,000, CST). Horseradish peroxidase-conjugated anti-mouse or rabbit secondary antibody (1:5,000, Jackson ImmunoResearch) were utilized for protein detection and Clarity Western ECL Substrate (EMD Millipore) for visualization and ChemiDoc XRS + System (Bio-Rad) for exposure. NIH ImageJ software was utilized for quantification of the intensity of blots with densitometry. After each was normalized to the corresponding GAPDH or histone H3 (for nucleus proteins), the relative density values of the treated groups or different time points were determined by dividing the optical density values from these groups by the average value of the naïve/control groups.

### RNA Immunoprecipitation Assay

Magna RIP Kit (EMD Millipore, Darmstadt, Germany) was used for the RNA Immunoprecipitation (RIP) assay. The spinal cord homogenates were suspended in the RIP lysis buffer containing RNase inhibitor and protease inhibitor cocktail. The RIP lysate was incubated on ice for 5 min and kept in −80°C. Use the RIP wash buffer to wash Magnetic Beads Protein A/G suspension for each IP. Magnetic Beads Protein A/G re-suspended in RIP wash buffer were incubated with Mouse anti-FTO antibody (4 μg; Santa Cruz), mouse anti-m^6^A antibody (4 μg; Abcam), or normal mouse IgG for 30 min at room temperature. The Beads Protein A/G-antibody complexes were re-suspended into the RIP immunoprecipitation buffer after being washed three times with RIP wash buffer. The RIP lysate supernatants were incubated with beads-antibody complex in the RIP buffer overnight at 4°C by rotating after being thawed and centrifuged at 14,000 rpm for 10 min at 4°C. RIP wash buffer was used to wash the samples six times. After incubating the beads in the proteinase K buffer at 55°C for 30 min by shaking, the RNA was eluted and purified by phenol/chloroform extraction from the beads. The RNA enrichment was analyzed by quantitative real-time PCR. The RIP lysate supernatant was used as input. All primers are listed in Table 1.

### Methylated RNA Immunoprecipitation Sequencing (MeRIP-Seq) and MeRIP-Seq Libraries

Following the manufacturer’s procedure, Trizol reagent (Invitrogen, CA, United States) was used to extract total RNA. Bioanalyzer 2,100 and RNA 6,000 Nano LabChip Kit (Agilent, CA, United States) were utilized to analyze the total RNA quality and quantity with RIN number >7.0. To isolate Poly (A) mRNA, nearly more than 200 ug of total RNA were gathered and mixed with poly-T oligo attached magnetic beads (Invitrogen). After purification, divalent cations were applied to fragment the poly(A) mRNA fractions into 50–150 nt oligonucleotides under elevated temperature. The cleaved RNA fragments were then incubated in IP buffer (0.5% Igepal CA-630, 50 mM Tris-HCl and 750 mM NaCl) supplemented with BSA (0.5 μg/μL) for 2 h at 4°C with m^6^A-specific antibody (No.202003, Synaptic Systems, Germany). The mixture was then incubated together with protein-A beads and eluted with elution buffer (6.7 mM m^6^A and 1 × IP buffer). 75% ethanol was used to precipitate the eluted RNA. In conformity to a strand-specific library preparation by dUTP method, untreated input control fragments and eluted m^6^A-containing fragments (IP) are converted to the final cDNA library. The average insert size for the paired-end libraries was ∼100 bp. Following the vendor's recommended protocol, the paired-end 2 × 100 bp sequencing was then carried out on an Illumina Novaseq^™^ 6,000 platform at the LC-BIO Bio-tech Ltd. (Hangzhou, CN).

Firstly, to remove the reads that contained adaptor contamination, undetermined bases and low-quality bases, in-house Perl scripts and Cutadapt (Kechin et al., 2017) were applied. By using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), the sequence quality was further validated. To map reads, bowtie (Langmead and Salzberg, 2012) were utilized to reference genome with default parameters. Mapped reads are then provided as input for MACS2 (Zhang et al., 2008), which helps to identify m^6^A peaks that can be adapted for visualization on the UCSC genome browser. *De novo* motif finding is carried out by using MEME (Bailey et al., 2009), followed by localization of the motif in respect of peak summit by in-house Perl scripts. By using ChIPseeker (Yu et al., 2015), called peaks are annotated by the intersection with gene architecture. MeRIP-seq data files were submitted to the GEO repository through the access code: GSE171004.

### Statistical Analysis

The cells were suspended evenly and dispersed randomly in each well for *in vitro* trials. The animals were randomly distributed into various treatment groups for *in vivo* experiments. All of the results were specified as mean ± SEM. For the biochemical results, two-tailed, unpaired Student's *t*-test (two groups) and one-way ANOVA (> 2 groups) were utilized for the data analyses. For the behavioral results, two-way ANOVA was used for the data analyses. Pairwise comparisons between means were tested by the *post hoc* Tukey method (GraphPad Prism 8) when ANOVA showed significant differences. The detailed analyzed process utilized in each experiment was elaborated in the matching figure legends. The sample sizes were determined based on the previous reports, pilot studies in the field and power analyses (power of 0.90 at *p* < 0.05) (Ferreira et al., 2001; Zhao et al., 2013; Millard et al., 2016; Daskalaki et al., 2018; Sato et al., 2018). Significance was set at *p* < 0.05.

## Results

### MMP24 Protein Upregulation in the Spinal Cord after SNL

We first examined whether the MMP24 enrichment was altered in the spinal cord after SNL, a preclinical animal model that mimics nerve injury-induced neuropathic pain in the clinical setting (Rigaud et al., 2008). Unilateral SNL did not alter the level of *Mmp24* mRNA in the spinal cord from day 3 to 14 post-SNL (Figure 1A). However, the expression of MMP24 protein was significantly increased in a time-dependent manner in the spinal cord after SNL (Figure 1B), but not after sham surgery (Figure 1C). Immunostaining further confirmed that the MMP24 protein was dramatically increased in the ipsilateral dorsal horn, but not in the contralateral dorsal horn, on day 7 post-SNL (Figures 1D–F). The distribution of MMP24 in the spinal dorsal horn was also checked by double immunostaining with different cell markers. As shown in Figures 1G–K, MMP24 was predominantly colocalized with the neuronal-specific nuclear protein (NeuN) (Figures 1G–I), and rarely with the glial fibrillary acidic protein (GFAP) (Figure 1J), or ionized calcium-binding adaptor molecule (IBA-1) (Figure 1K) in the spinal dorsal horn on day 14 after SNL. The above evidence suggests that the increased MMP24 protein in the spinal dorsal horn may involve neuropathic pain.

**FIGURE 1:**
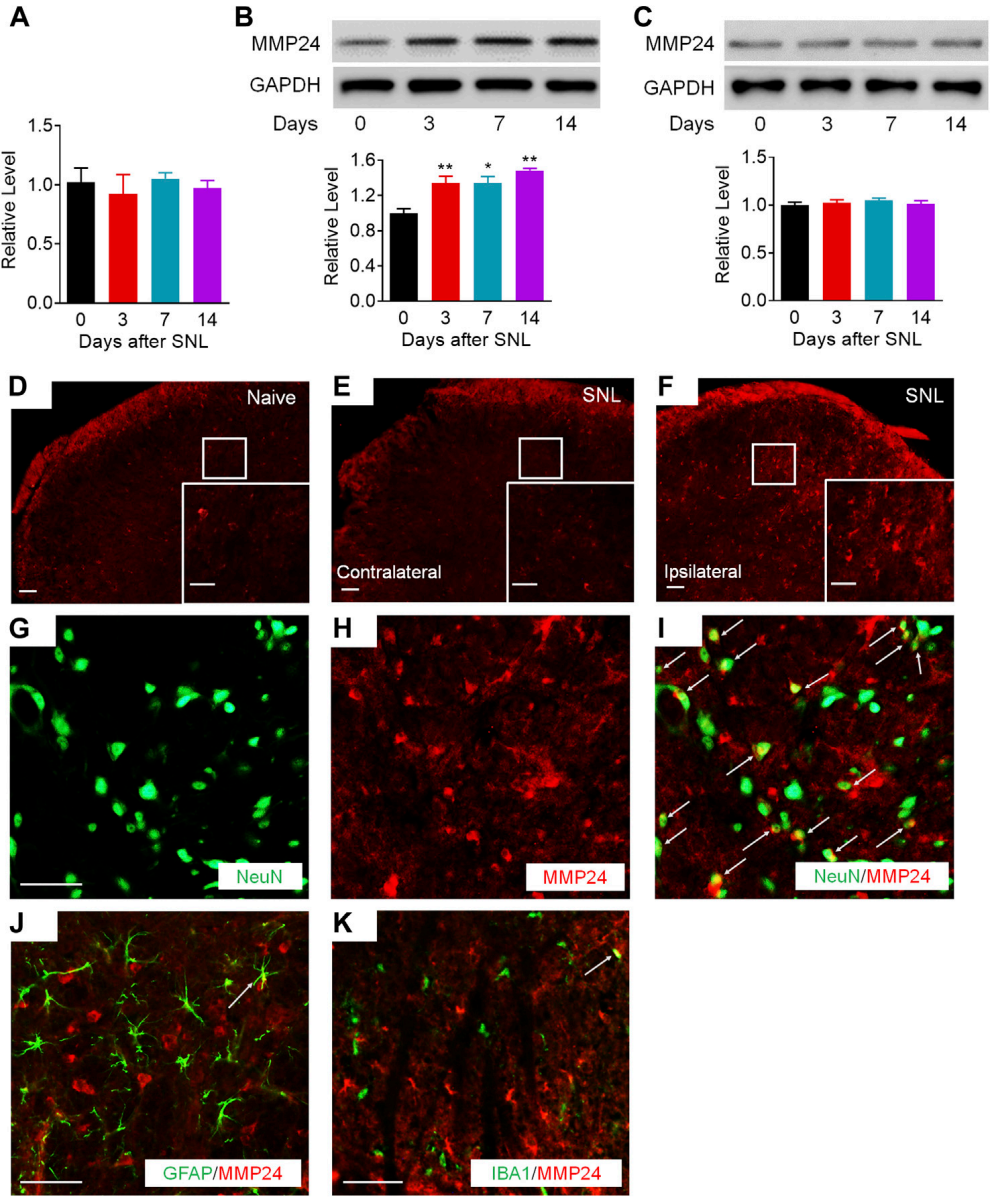
MMP24 protein is increased in the spinal cord after SNL **(A)**. Expression of *Mmp24* mRNA after SNL. *n* = 4 mice/group/time point. **(B)**. Expression of MMP24 protein in the spinal cord after SNL surgery. *n* = 3–6 mice/time point. One-way ANOVA followed by *post hoc* Tukey test. F_time_ (3, 8) = 29.00. ^*^ *p* < 0.05, ^**^ *p* < 0.01 vs. the corresponding control group (0 day). **(C)**. Expression of MMP24 protein in the spinal cord after sham surgery. *n* = 3 mice/time point. **(D–F)**. Representative images of MMP24 immunofluorescence in the L4 dorsal horn. MMP24 immunoreactivity was low in naïve mice, but increased in the ipsilateral dorsal horn compared with the contralateral dorsal horn 7 days after SNL. Scale bar: 50 μm; 25 μm (insets). **(G–K)**. Double staining of MMP24 and markers of neuron, astrocytes, and microglia on day 14 after SNL. Scale bar: 50 μm.

### Blocking Spinal MMP24 Increase Attenuates Neuropathic Pain Development and Maintenance

Does the increased MMP24 in the spinal cord participate in nerve injury-induced pain hypersensitivity? To this end, we first examined the effect of blocking spinal MMP24 increase on the development of SNL-induced pain hypersensitivity. As shown in Figure 2A, siRNA-2 displayed the best knockdown effect compared to the scrambled siRNA (Scram) in the cultured spinal cord cells. Thus, siRNA-2 (*Mmp24* siRNA) and its control scrambled siRNA were intrathecally injected into the sham or SNL mice. Intrathecal injection of *Mmp24* siRNA attenuated SNL-induced mechanical allodynia as demonstrated by a decrease in PWF to mechanical stimuli and ameliorated SNL-induced thermal hyperalgesia as indicated by the increase in PWL to heat stimulation from day 3 to 5 compared to the scrambled siRNA-treated SNL mice (Figures 2B–D). No changes were observed in basal mechanical and heat responses in sham mice following injection with either siRNA (Figures 2B–D). Moreover, we also observed the role of MMP24 in the maintenance phase of neuropathic pain through intrathecal injection of *Mmp24* siRNA or scrambled siRNA into the sham or SNL mice 7 days after SNL. Consistently, blunted mechanical allodynia and heat hyperalgesia were observed on days 9 and 10 after SNL from the *Mmp24* siRNA-treated mice compared to the scrambled siRNA-treated mice (Figures 2E–G). The basal pain behavior of the sham mice (Figures 2E–G) and the locomotor functions of the siRNA-treated mice were not affected (Table 2). As expected, a noticeable decrease in the amount of MMP24 protein was detected in the spinal cord from the *Mmp24* siRNA-treated mice compared with the scrambled siRNA-treated mice on day 10 after SNL (Figure 2H). Consistently, intrathecal injection of *Mmp24* siRNA dampened the SNL-induced spinal neuronal sensitization as indicated by abolishing the SNL-induced increase in pERK1/2 in the spinal cord (Figure 2I). Together, the results described above demonstrate that spinal MMP24 is necessary for SNL-induced central sensitization and pain hypersensitivities.

**FIGURE 2:**
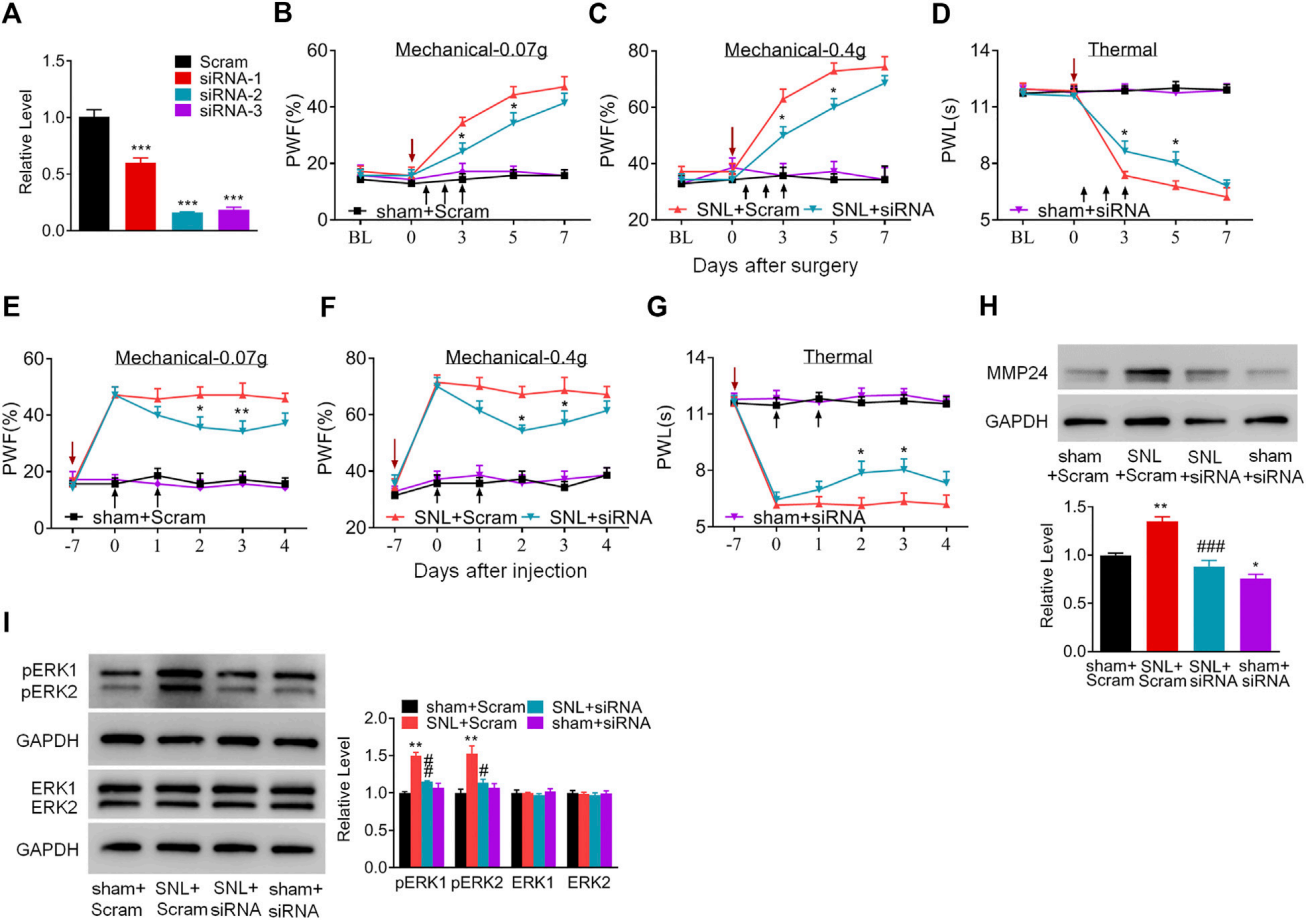
Blocking the increased spinal MMP24 attenuates SNL-induced pain hyperalgesia **(A)**. Effect of three *Mmp24* siRNAs on the expression of *Mmp24* mRNA, among which siRNA-2 shows the best knockdown effect in the cultured spinal cord cells. *n* = 3 repeats, One-way ANOVA followed by *post hoc* Tukey test. F_group_ (3, 8) = 92.87, ^***^ *p* < 0.001 vs. scrambled siRNA (Scram) group. **(B–D)**. Effect of intrathecal injection of *Mmp24* siRNA (siRNA) or control scrambled siRNA (Scram) into the sham or SNL mice on the paw withdrawal responses to mechanical **(B, C)** and heat stimuli **(D)** from day 3 to 7 after SNL as indicated. *n* = 7 mice/group. Two-way RM ANOVA followed by *post hoc* Tukey test. F_group_ (3, 90) = 48.41 for **(B)**, F_group_ (3, 90) = 58.89 for **(C)**, F_group_ (3, 90) = 120.0 for **(D)**. ^*^ *p* < 0.05 vs. the SNL plus Scram group. The red arrow indicates surgery day and black arrow indicates siRNA intrathecal injection. **(E–G)**. Effect of intrathecal injection of *Mmp24* siRNA (siRNA) or control scrambled siRNA (Scram) into the sham or SNL mice on the paw withdrawal responses to mechanical **(E, F)** and heat stimuli **(G)** 7 days after SNL as indicated. *n* = 7 mice/group. Two-way RM ANOVA followed by *post hoc* Tukey test. F_group_ (3, 90) = 53.66 for **(E)**, F_group_ (3, 90) = 61.53 for **(F)**, F_group_ (3, 90) = 136.7 for **(G)**. ^*^ *p* < 0.05, ^**^ *p* < 0.01 vs. the SNL plus Scram group. The red arrow indicates surgery day and black arrow indicates siRNA intrathecal injection. **(H)**. MMP24 protein expression in the spinal cord of sham or SNL mice intrathecally injected with *Mmp24* siRNA (siRNA) or scrambled siRNA (Scram) on day 10 after SNL (2 days after the last siRNA injection). *n* = 3 mice/group. One-way ANOVA followed by *post hoc* Tukey test. F_group_ (3, 8) = 29.00, ^*^ *p* < 0.05, ^**^ *p* < 0.01 vs. sham plus Scram group. ^###^ *p* < 0.001 vs. SNL plus Scram group. **(I)**. Effect of *Mmp24* siRNA or scrambled siRNA on SNL-induced increase in the phosphorylation of ERK1/2 in the spinal cord on day 10 after SNL or sham surgery (2 days after the last siRNA injection). *n* = 3 mice/group. One-way ANOVA followed by *post hoc* Tukey test. F_group_ (3, 8) = 29.00 for pERK1, F_group_ (3, 8) = 11.72 for pERK2. ^**^ *p* < 0.01 vs. the sham plus Scram group; ^#^ *p* < 0.05, ^##^ *p* < 0.01 vs. the SNL plus Scram group.

**TABLE 2:** Locomotor functions.

Treatments	Functional test		
	Placing	Grasping	Righting
LV-*Gfp*	5 (0)	5 (0)	5 (0)
LV-*Mmp24*	5 (0)	5 (0)	5 (0)
*Mmp24* siRNA + SNL	5 (0)	5 (0)	5 (0)
*Mmp24* siRNA + sham	5 (0)	5 (0)	5 (0)
Scrambled siRNA + sham	5 (0)	5 (0)	5 (0)
Scrambled siRNA + SNL	5 (0)	5 (0)	5 (0)

Scores for placing, grasping and righting reflexes were based on counts of each normal reflex exhibited in five trials. All values are Mean (SEM). *n* = 6 mice/group.

### MMP24 Overexpression Causes Neuropathic Pain-like Symptoms

We then asked whether the increased MMP24 in the spinal cord would be sufficient to induce neuropathic pain? To this end, we performed intraspinal lentivirus (LV) injection that expressed full-length *Mmp24* (LV-*Mmp24*) into naïve mice. As shown in Figures 3A–C, LV-*Mmp24*, but not its control LV-*Gfp*, induced mechanical allodynia as indicated by an increase in PWF to mechanical stimulation and heat hyperalgesia as demonstrated by a decrease in PWL to heat stimulation from day 3 to 12 post-injection. The locomotor functions were not affected after viral injection (Table 2). Expectedly, the level of MMP24 protein in the L4 spinal cord was significantly increased 12 days after intraspinal injection with LV-*Mmp24* compared to that of LV-*Gfp* (Figure 3D). These behavioral observations were further supported by the following evidence of spinal dorsal horn central sensitization. The level of pERK1/2 was markedly elevated in the L4 spinal dorsal horn on day 12 after intraspinal injection with LV-*Mmp24* compared to that of LV-*Gfp* (Figure 3E).

**FIGURE 3:**
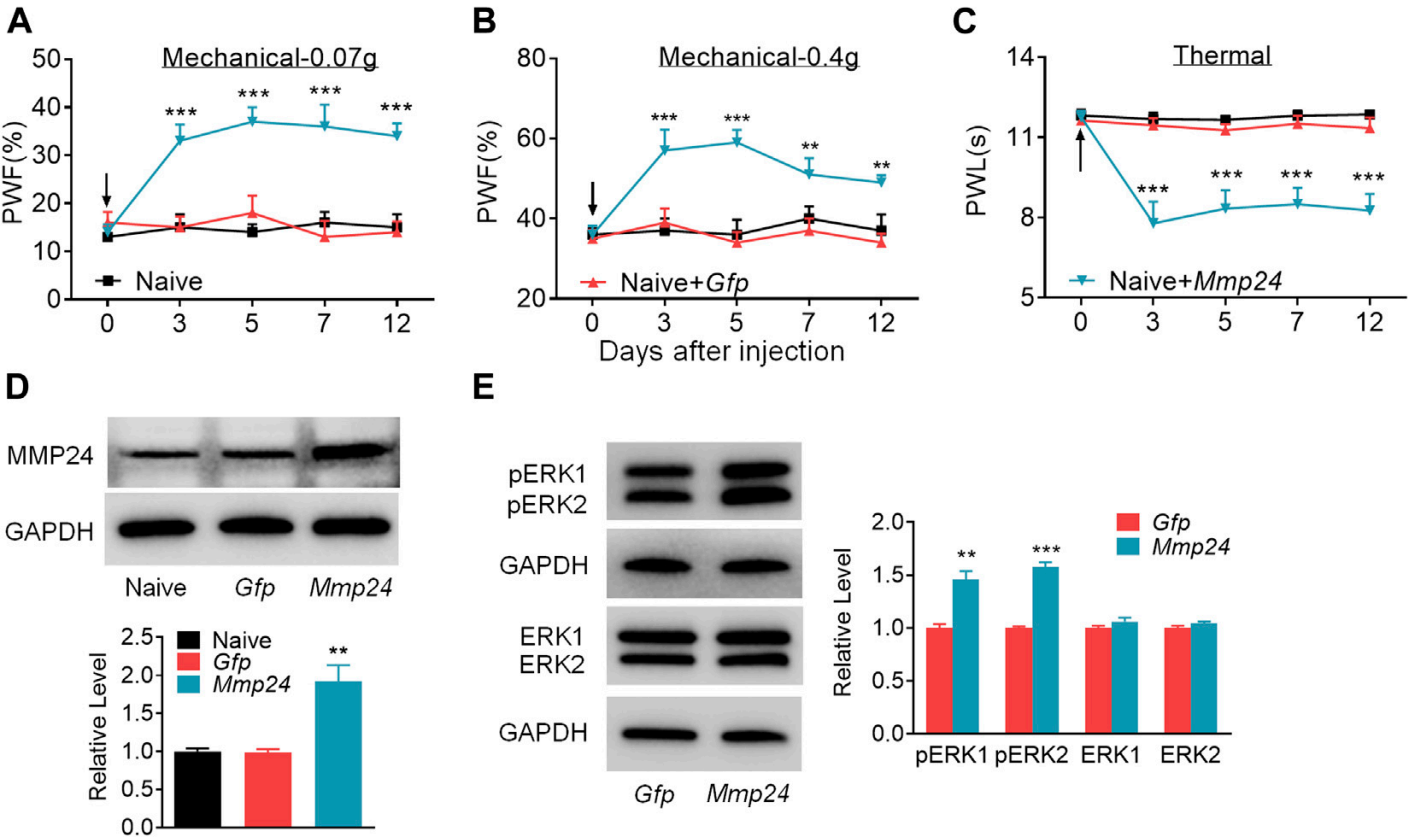
Spinal MMP24 overexpression triggers pain hyperalgesia **(A–C)**. Effect of intraspinal injection of LV-*Mmp24* (*Mmp24*) or LV-*Gfp* (*Gfp*) into the naïve mice on the paw withdrawal responses to mechanical **(A, B)** and heat stimuli **(C)** on day 3, 5, 7, and 12 after injection. *n* = 10 mice/group. Two-way RM ANOVA followed by *post hoc* Tukey test. F_group_ (2, 90) = 56.05 for **(A)**, F_group_ (2, 90) = 29.72 for **(B)**, F_group_ (2, 90) = 69.17 for **(C)**. ^**^ *p* < 0.01, ^***^ *p* < 0.001 vs. the Naive plus *Gfp* group. Black arrow indicates intraspinal virus injection. **(D)**. MMP24 protein expression in the spinal cord of naïve mice 12 days after intraspinal injection with LV-*Mmp24* (*Mmp24*) or LV-*Gfp* (*Gfp*). *n* = 3 mice/group. One-way ANOVA followed by *post hoc* Tukey test. F_group_ (2, 6) = 16.82, ^**^ *p* < 0.01 vs. *Gfp* group. **(E)**. pERK1/2 and ERK1/2 expression in the spinal cord of naïve mice 12 days after intraspinal injection with LV-*Mmp24* (*Mmp24*) or LV-*Gfp* (*Gfp*). *n* = 3 mice/group. ^**^ *p* < 0.01, ^***^ *p* < 0.001 vs. the *Gfp* group by two-tailed unpaired Student’s *t*-test.

### m^6^A Modification in the Spinal *Mmp24* mRNA Was Decreased under Neuropathic Pain Condition

Although *Mmp24* mRNA remained unchanged after SNL, the MMP24 protein was significantly increased in the spinal cord (Figures 1A,B), suggesting that the translation efficiency of spinal *Mmp24* mRNA may be elevated under neuropathic pain condition. Of note, RNA m^6^A modification is known to play an important role in mRNA translation (He and He, 2021). To this end, we carried out methylated RNA immunoprecipitation sequencing (MeRIP-seq) assay to observe the changes of m^6^A sites across the transcriptome in the spinal cord on day 7 after peripheral nerve injury (Figure 4A). 

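MeRIP-seq captures fragmented RNA with an antibody against m6A (the IP library) and sets it against the same RNA before capture (the input library). The libraries came from the spinal cord of C57BL/6J mice aged 6 to 8 weeks, on day 7 after chronic constriction injury (CCI), in which loose ligatures are tied around the sciatic nerve, or after sham surgery. There was 1 IP and 1 input library per group, so no difference between CCI and sham had a replicate check, and no p-value between the groups was computed. The sample labels name 150 bp reads, 50 μg of total RNA and a library size of 300 bp, whereas the methods of the paper name 100 bp reads, more than 200 μg and an insert size of 100 bp. The authors deposited 1 list of m6A peaks per group, called from the IP against the input, and 1 table of peaks that differed between CCI and sham. Each peak carries the authors' fold enrichment of IP over input, which was used here to describe, rank and filter the peaks and to describe the shift between the lists. The tables hold no read counts, so the depth of the libraries is unknown. The methods of the paper name MACS2 for peak calling, and the tables carry the column names of exomePeak output. Coordinates are given as in the tables, and the text of the paper does not name their genome build. Of the 12552 gene IDs whose name is a symbol in the RefSeq table of GRCm38.p6, 12533 (99.8%) lay over the gene of that name.

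The CCI list held 33556 peaks in 12408 genes and the sham list 34406 peaks in 12907 genes, and 11761 genes were in both lists. The median fold enrichment of a peak was 5.73 in CCI and 5.70 in sham, and the median exonic length was 211 bp in CCI and 239 bp in sham. By an overlap of at least 1 bp of exonic sequence, 87.7% of the CCI peaks (95% Wilson interval 87.4 to 88.1%, counting error only) had a partner among the sham peaks, and 83.9% of the sham peaks (83.5 to 84.2%) had a partner in CCI. An overlap of at least 50% of both peaks lowered these shares most, to 76.2% and 74.3%. In the 27380 pairs of peaks that were each other's best partner, the median log2 ratio of CCI to sham fold enrichment was 0.03 (middle 50% of pairs from -0.37 to 0.43), and 47.8% of the pairs were lower in CCI.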

Consistent with previous studies in the DRG (Li et al., 2020), m^6^A sites change after nerve injury occurred predominantly at the 3′-UTR (55.09%) and to lesser extents at coding regions (29.61%), and 5′-UTR (15.3%) (Figures 4B,C). 

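The authors' deposited table held 4812 differential peaks, the largest differential p-value being 0.00631 and the largest false discovery rate 0.0501. By the annotation in the authors' deposited table, 2651 of them (55.1%, 95% Wilson interval 53.7 to 56.5%) lay in a 3′-UTR, 1425 (29.6%, 28.3 to 30.9%) in an exon and 736 (15.3%, 14.3 to 16.3%) in a 5′-UTR. Within the exon class of the authors' deposited table, 211 peaks (4.38%) lay in a first exon and 1214 (25.2%) in another exon. The full peak lists had the same order of regions. In the full CCI list, 49.8% of the peaks (49.3 to 50.4%) lay in a 3′-UTR, 35.5% (35.0 to 36.0%) in an exon and 14.7% (14.3 to 15.1%) in a 5′-UTR. In the full sham list, the shares were 48.9% (48.3 to 49.4%), 35.1% (34.6 to 35.6%) and 16.1% (15.7 to 16.4%). The 3′-UTR share of the differential peaks was therefore above that of either list by more than the counting error, and the exon share was below it. The setting that moved the regions most was a minimum absolute log2 fold change of 1, under which 47.6% of the differential peaks lay in a 3′-UTR, 33.6% in an exon and 18.8% in a 5′-UTR.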

Approximately 55.6% (1,910/3,437) transcripts exhibited a loss of m^6^A sites, 33.9% (1,165/3,437) transcripts exhibited a gain of m^6^A sites, and 10.5% (362/3,437) transcripts exhibited both a loss and gain of m^6^A sites compared to the sham group (Figures 4B,C). 

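Each gene name in the authors' deposited table was counted as a loss when all its differential peaks had a log2 fold change (CCI against sham) below 0, as a gain when all were above 0, and as both otherwise. Of the 3436 gene names in the authors' deposited table, 1910 (55.6%, 95% Wilson interval 53.9 to 57.2%) had a loss, 1165 (33.9%, 32.3 to 35.5%) a gain and 361 (10.5%, 9.52 to 11.6%) both. A single differential peak decided the class of 2507 of these gene names. Counted by peak, the authors' deposited table held 2952 losses (61.3%, 60.0 to 62.7%), with a median log2 fold change of -0.49, and 1860 gains, with a median of 0.62. In the authors' deposited table, losses made up 80.8% (77.8 to 83.5%) of the differential peaks in a 5′-UTR, 61.6% (59.1 to 64.1%) in an exon and 55.8% (53.9 to 57.7%) in a 3′-UTR.

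Among the differential peaks, a loss was seldom the disappearance of a peak, by an overlap of at least 1 bp. Of the 2952 losses in the authors' deposited table, 2704 (91.6%) overlapped a peak of the CCI list as well as one of the sham list, and 248 overlapped a sham peak only. Of the 1860 gains in the authors' deposited table, 1589 (85.4%) overlapped a peak in both lists and 271 a CCI peak only. The differential peaks do not cover every peak called in 1 list only. *Tet1*, for example, had 4 peaks in sham, 0 in CCI and no differential peak. Large changes were about evenly split. Among the 767 peaks of the authors' deposited table with an absolute log2 fold change of at least 1, 364 were losses and 403 gains, a loss share of 47.5% (43.9 to 51.0%). With this minimum, the authors' deposited table gave 333 gene names with a loss, 370 with a gain and 10 with both.

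**Figure D1:**
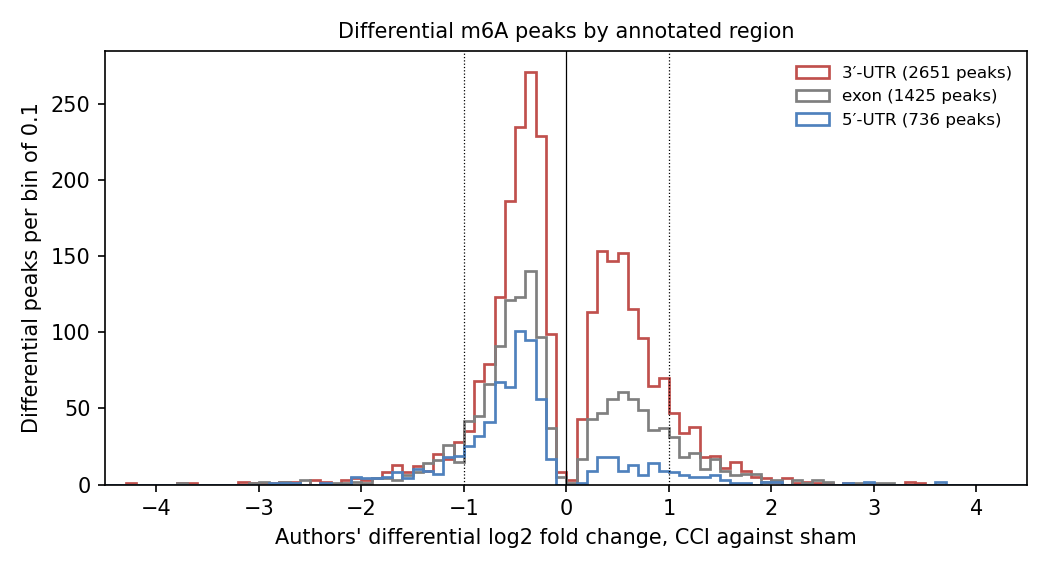
Number of differential peaks (y axis, per bin of 0.1) by the log2 fold change of CCI against sham in the authors' deposited table (x axis), for peaks annotated in a 3′-UTR, an exon or a 5′-UTR. The dotted lines mark a log2 fold change of -1 and 1, outside of which lie 364 losses and 403 gains.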

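*Mmp24* (ENSMUSG00000027612) lies on chromosome 2 from 155775342 to 155818366 in the deposited tables. The authors' deposited table listed 3 differential peaks of *Mmp24*, all annotated in the 3′-UTR and all lower in CCI. The upstream peak spanned 155814134 to 155816070 with 389 bp of exonic sequence, and its log2 fold change in the authors' deposited table was -0.59 (false discovery rate 0.0372). The other 2 peaks covered nearly the same bases at the end of the transcript. The one from 155817740 to 155818306 had a log2 fold change of -0.47 (false discovery rate 1.58e-06) and the one from 155817730 to 155818268 had -0.49 (1.62e-06) in the authors' deposited table. None of the 3 reached an absolute log2 fold change of 1. The authors' false discovery rates rest on 1 IP and 1 input library per group, so they cannot cover variation between animals. Both peaks at the transcript end lie inside the span of BC029722, a gene annotated on the other strand from 155817730 to 155819426, so reads of either gene could have entered them if strand was not used in peak calling, which the paper does not state. The sample labels describe libraries made with dUTP, which keeps the strand of the RNA.

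In the peak lists, the fold enrichment over the bases from 155817740 to 155818306 was 12.4 in sham, against 8.56 in CCI for the peak from 155817770 to 155818277, a log2 ratio of -0.53. For the overlapping peak, it was 13.6 in sham and 8.95 in CCI (log2 ratio -0.60). At the upstream site, it was 12.1 in sham and 9.10 in CCI (log2 ratio -0.41), where the CCI peak from 155815712 to 155816040 was annotated in exon 9 of 9 and not in the 3′-UTR. Between these sites, a 3′-UTR peak from 155816368 to 155816577 was called with the same borders in both lists, with a fold enrichment of 3.86 in sham and 4.07 in CCI (log2 ratio 0.08), and it was not among the differential peaks. The CCI list also held a peak in exon 3 of 9, from 155798098 to 155798158, with a fold enrichment of 2.06. All 4 sham peaks of *Mmp24* thus had a partner in CCI. From a decrease of m6A in *Mmp24* mRNA, the paper proposes a role of m6A in MMP24 translation, which it had considered because the mRNA was unchanged while the protein was increased after spinal nerve ligation.

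**Figure D2:**
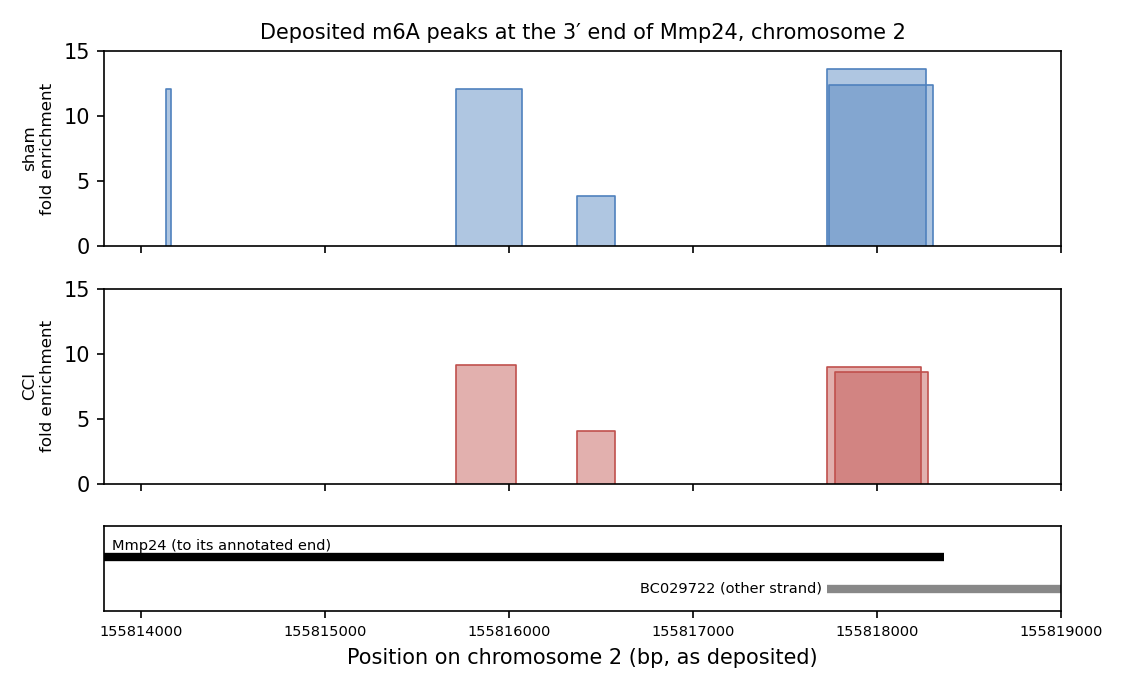
Deposited m6A peaks over the 3′ end of *Mmp24* in the sham list (top) and the CCI list (middle). The height of each block is the fold enrichment of IP over input and the x axis is the position on chromosome 2 in bp. The bottom row draws the 3′ end of *Mmp24* and BC029722 on the other strand, which continues past the right edge. The blocks at the transcript end stand at 13.6 and 12.4 in sham and at 8.95 and 8.56 in CCI.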

Notably, *Mmp24* mRNA exhibited a considerable loss of m^6^A sites at the 3′-UTR (Figure 4D). We then performed RIP-PCR to validate the MeRIP-seq results. The immunoprecipitation identified the m^6^A enrichment of the *Mmp24* mRNA fragments with anti-m^6^A in the spinal cord (Figure 4E). However, the activity of immunoprecipitation from the spinal cord on day 7 post-SNL was significantly decreased compared to the sham group (Figure 4E). In summary, we found that m^6^A modification in the *Mmp24* mRNA was decreased in the spinal cord under neuropathic pain conditions, suggesting the role of m^6^A modification in regulating MMP24 translation.

**FIGURE 4:**
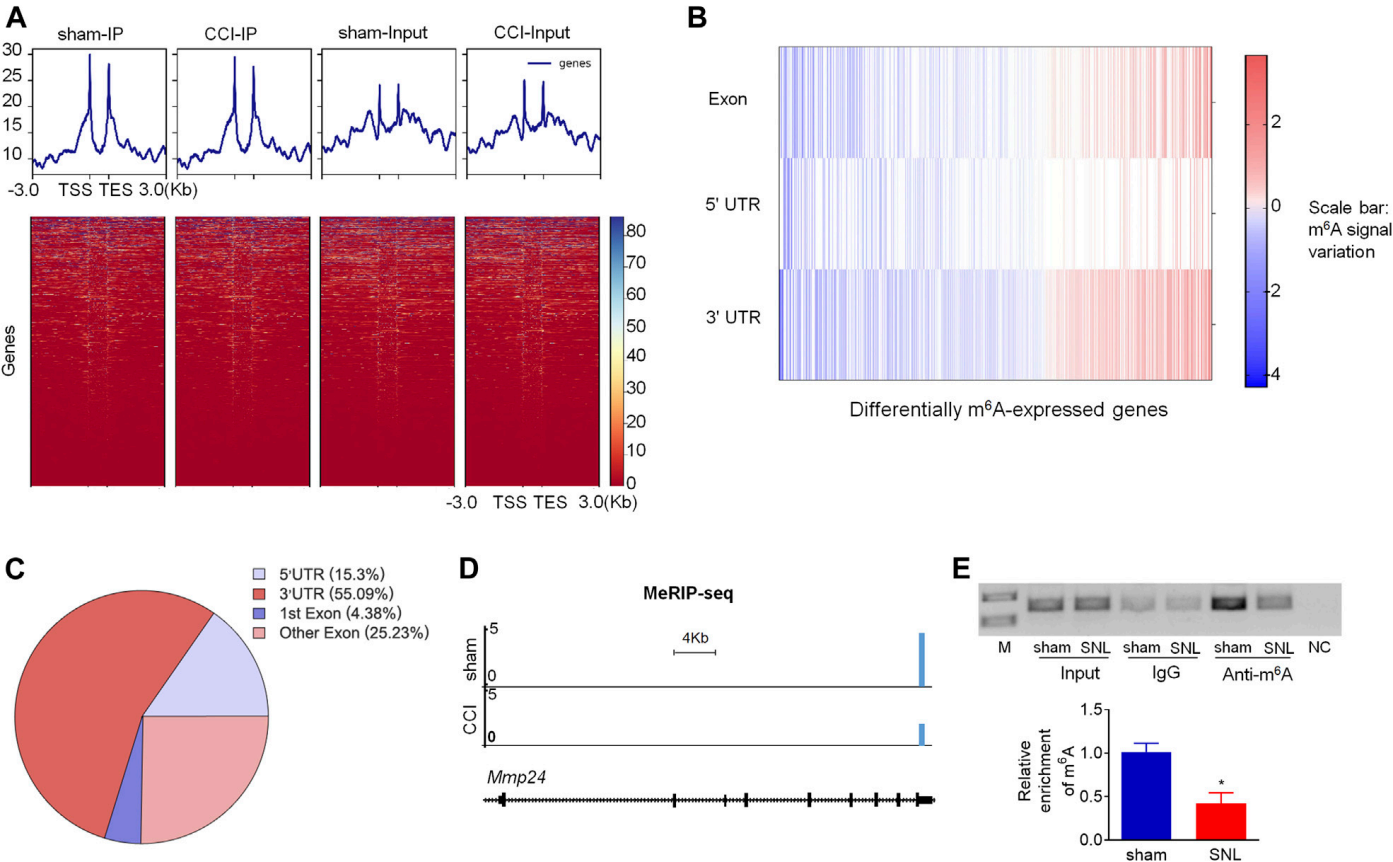
m^6^A modification in spinal *Mmp24* mRNA is decreased after SNL **(A)**. Heatmap of the MeRIP-seq signals from the spinal cord after chronic constriction injury (CCI) or sham surgery. Mean-normalized MeRIP-seq densities of equal bins along the gene. 3-kb region flanking the TSS or the TES are plotted. Red to blue color gradient of the heatmap represents the relative m^6^A level. **(B–C)**. Dynamic changes **(B)** and distribution **(C)** of m^6^A sites across transcripts from the spinal cord on day 7 after CCI or sham surgery. **(D)**. MeRIP-seq assay showed the example tracks of *Mmp24* mRNA from the spinal cord on day 7 after CCI or sham surgery. m^6^A sites (blue) are indicated at the 3′-UTR. **(E)**. Level of *Mmp24* mRNA fragments immunoprecipitated by mouse anti-m^6^A in the spinal cord on day 7 after SNL or sham surgery. Input: total purified fragment. *n* = 4 biological repeats (4 mice/repeat). M: ladder marker. NC: negative control (H2O). ^*^ *p* < 0.05 vs. the sham group by two-tailed unpaired Student's *t*-test.

### m^6^A Modification-Related Genes Expression in the Spinal Cord after SNL

To determine the specific regulators responsible for the m^6^A modification in the *Mmp24* mRNA, we first examined the expression of m^6^A modification-related methyltransferases, including METTL3, METTL14, and WTAP, and demethylases, including FTO and ALKBH5 in the spinal cord under neuropathic pain condition. Unexpectedly, none of *Mettl3*, *Mettl14*, *Wtap*, *Fto*, and *Alkbh5* mRNAs showed an obvious change in the spinal cord from day 3 to 14 after SNL (Figure 5A). To further check the nucleus and cytoplasm distribution of the protein above, we extracted the nucleus protein of the spinal cord and found that none of the METTL3, METTL14, WTAP, FTO, and ALKBH5 protein exhibited a significant change from day 3 to 14 after SNL (Figures 5B,C). FTO was recently reported to play a vital role in neuropathic pain genesis by diminishing the m^6^A enrichment in pain-related mRNAs in the DRG neurons (Li et al., 2020). Furthermore, FTO expression was found enriched in the spinal cord relative to that of DRG or cortex (Li et al., 2020), and higher than the other demethylase ALKBH5 in the spinal cord (Figure 5D), suggesting the possible role of spinal FTO in neuropathic pain genesis. Likewise, as shown in Figures 5E–I, FTO in the spinal dorsal horn was also expressed in the neurons but not in microglia or astrocytes. Therefore, we hypothesize that FTO may be accountable for the m^6^A modification of *Mmp24* mRNA in the spinal neurons.

**FIGURE 5:**
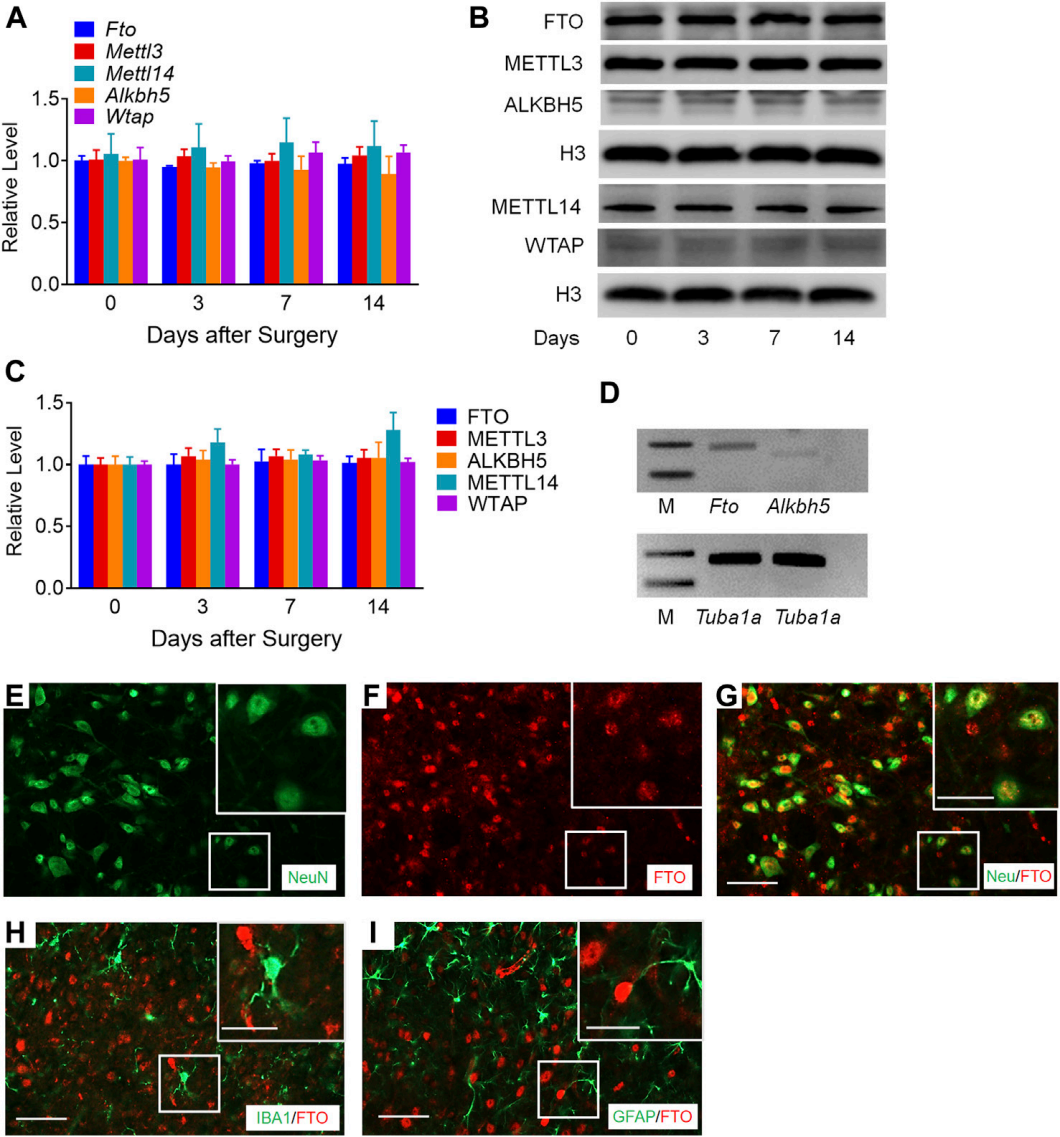
m^6^A-related genes expression in the spinal cord after SNL **(A)**. Expression of *Fto*, *Mettl3*, *Alkbh5*, *Mettl14*, and *Wtap* mRNAs in the spinal cord from day 3 to 14 after SNL. n = 3–5 mice/group/time point. **(B–C)**. Expression of nuclear FTO, METTL3, ALKBH5, METTL14 and WTAP proteins in the spinal cord from day 3 to 14 after SNL. *n* = 7–13 mice/group/time point. **(D)**. The relative expression of *Fto* and *Alkbh5* mRNA in the spinal cord. *n* = 3 repeats. M: ladder marker. **(E–I)**. Representative images of double staining between FTO and markers of neuron, astrocytes and microglia in the spinal dorsal horn. Scale bar: 50 μm; 25 μm (insets).

### Spinal FTO Is Responsible for the Decreased m^6^A Enrichment and Increased Translation of MMP24 after SNL in the Spinal Cord Neurons

To demonstrate the role of FTO in the regulation of MMP24, we first checked the distribution pattern of FTO and MMP24. Double immunostaining showed the colocalization of FTO and MMP24 in the spinal dorsal horn (Figures 6A–C). Moreover, the RIP assay further revealed that FTO could bind to the *Mmp24* mRNA from the spinal cord (Figure 6D), and there was a significant elevation in the binding activity from the spinal cord 7 days after SNL (Figure 6D). It indicates that the SNL-induced decrease in the m^6^A enrichment in *Mmp24* mRNA may be due to the increased FTO occupation in the *Mmp24* mRNA after SNL.

**FIGURE 6:**
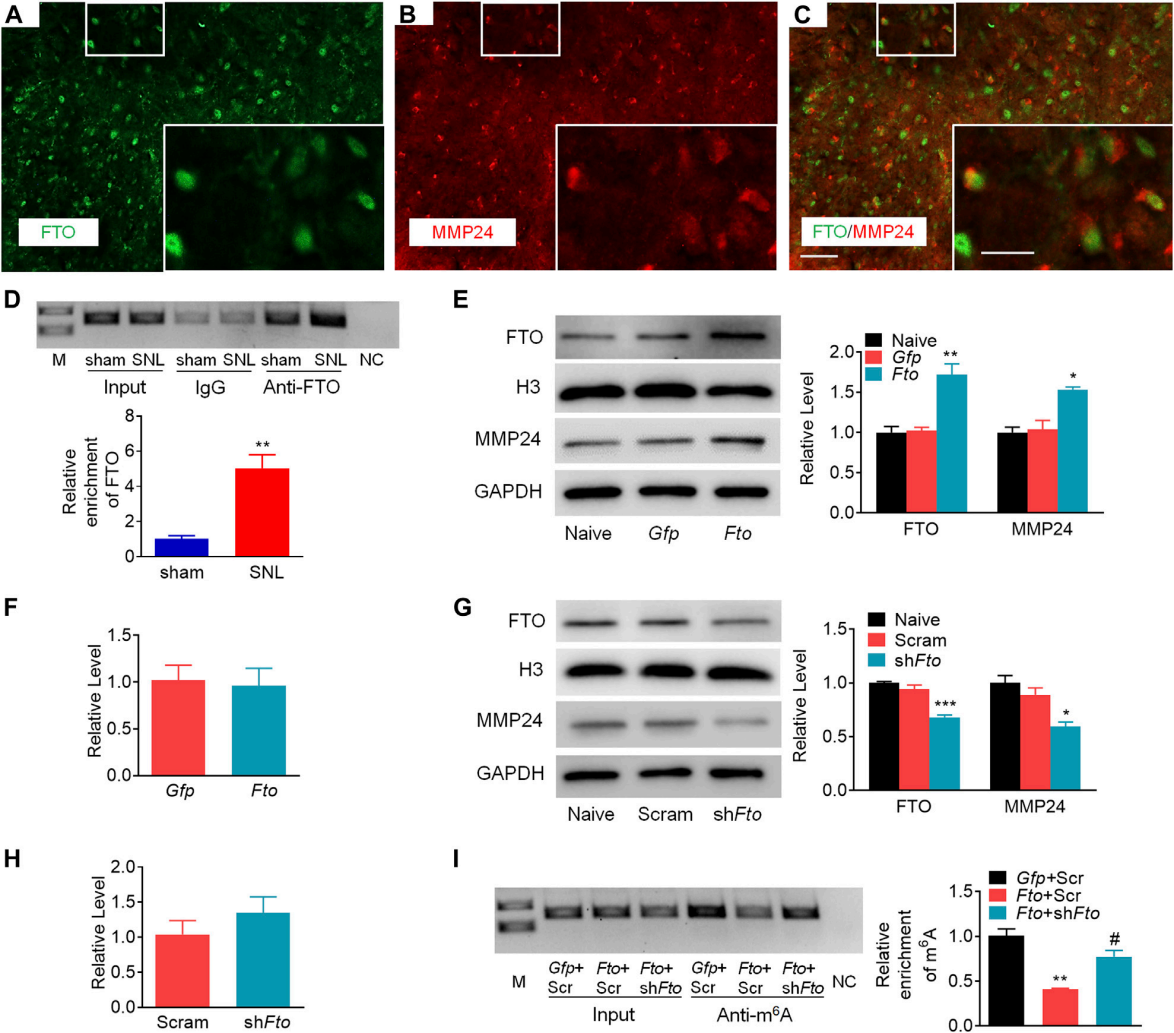
FTO promotes the expression of MMP24 in the spinal neurons **(A–C)**. Representative images of the colocalization between FTO and MMP24 in the spinal dorsal horn. Scale bar: 50 μm; 25 μm (insets). **(D)**. Level of *Mmp24* mRNA fragments immunoprecipitated by mouse anti-FTO in the spinal cord on day 7 after SNL or sham surgery. Input: total purified fragment. *n* = 3 biological repeats (4 mice/repeat). M: ladder marker. NC: negative control (H2O). ^**^ *p* < 0.01 vs. the sham group by two-tailed unpaired Student’s *t*-test. **(E)**. Expression of FTO and MMP24 in the cultured spinal neurons on day 3 after transduction with AAV5-*Gfp* (*Gfp*) or AAV5-*Fto* (*Fto*). *n* = 3 repeats. One-way ANOVA followed by *post hoc* Tukey test. F_group_ (2, 6) = 19.98 for FTO, F_group_ (2, 6) = 14.37 for MMP24. ^*^ *p* < 0.05, ^**^ *p* < 0.01 vs. the *Gfp* group. **(F)**. Expression of *Mmp24* mRNA in the cultured spinal neurons on day 3 after transduction with AAV5-*Gfp* (*Gfp*) or AAV5-*Fto* (*Fto*). *n* = 3 repeats **(G)**. Expression of FTO and MMP24 in the cultured spinal neurons on day 3 after transduction with AAV5-*Fto* shRNA (sh*Fto*) or AAV5-scrambled shRNA (Scram). *n* = 3 repeats. One-way ANOVA followed by *post hoc* Tukey test. F_group_ (2, 6) = 46.71 for FTO, F_group_ (2, 6) = 12.07 for MMP24. ^*^ *p* < 0.05, ^***^ *p* < 0.001 vs. the Scram group. **(H)**. Expression of *Mmp24* mRNA in the cultured spinal neurons on day 3 after transduction with AAV5-*Fto* shRNA (sh*Fto*) or AAV5-scrambled shRNA (Scram). *n* = 3 repeats **(I)**. Enrichment of *Mmp24* mRNA fragments immunoprecipitated by anti-m^6^A from the cultured spinal neurons transduced viruses as shown. *Gfp*: AAV5-*Gfp*; Scr: AAV5-scrambled shRNA; *Fto*: AAV5-*Fto*; sh*Fto*: AAV5-*Fto* shRNA. n = 3 biological repeats/group. One-way ANOVA followed by *post hoc* Tukey test. F_group_ (2, 6) = 24.41. ^**^ *p* < 0.01 vs. the *Gfp* plus Scr group. ^#^ *p* < 0.05 vs. the *Fto* plus Scr group.

We further examined the effect of FTO on the expression of MMP24 in the cultured spinal neurons. The expression of FTO was first verified 3 days after transduction with AAV5 that expressed full-length *Fto* (AAV5-*Fto*) or *Gfp* (AAV5-*Gfp*) (Figure 6E). A significant increase in the level of MMP24 protein was observed 3 days after transduction with AAV5-*Fto* compared to the AAV5-*Gfp*-treated group (Figure 6E). Interestingly, the level of *Mmp24* mRNA was not altered on day 3 after transduction with AAV5-*Fto* compared to AAV5-*Gfp* (Figure 6F). We further checked the effect of FTO knockdown on the expression of MMP24 in the cultured spinal neurons through the transduction of AAV5 that expressed *Fto* shRNA (AAV5-*Fto* shRNA) or control shRNA (AAV5-scrambled shRNA). The knockdown effect of FTO was confirmed 3 days after transduction of AAV5-*Fto* shRNA (Figure 6G). As expected, the MMP24 protein was markedly downregulated 3 days after transduction with AAV5-*Fto* shRNA compared with that of AAV5-scrambled shRNA (Figure 6G). However, the level of *Mmp24* mRNA was not significantly altered in AAV5-*Fto* shRNA-treated group compared to the AAV5-scrambled shRNA-treated group (Figure 6H), suggesting that FTO may promote the translation of *Mmp24* mRNA in the spinal neurons. We further transduced AAV5-*Fto* into cultured spinal neurons and found that FTO overexpression produced a marked loss of m^6^A enrichment in the *Mmp24* mRNA compared to the control group (Figure 6I). This decrease was reversed by blocking FTO overexpression in the cultured spinal neurons co-transduced with AAV5-*Fto* shRNA (Figure 6I). Given the role of m^6^A modification in mRNA translation (Jia et al., 2019; Zhang M. et al., 2020; Zhang Z. et al., 2020; Liu et al., 2020; Song et al., 2020), the evidence described above indicates that FTO likely erased the m^6^A enrichment in *Mmp24* mRNA to promote the translation of *Mmp24* mRNA in the spinal cord neurons under neuropathic pain condition.

## Discussion

This study demonstrates that SNL results in an accelerated translation of *Mmp24* mRNA in the spinal cord. Increased spinal MMP24 contributes to the SNL-induced central sensitization and nociceptive hyperalgesia. Mechanistically, SNL leads to an elevation of FTO occupation in the *Mmp24* mRNA. Increased occupation of FTO contributes to reducing m^6^A enrichment in *Mmp24* mRNA in the spinal neurons after SNL, which subsequently accelerates the translation of MMP24 and eventually contributes to neuropathic pain by activating ERK (Figure 7).

**FIGURE 7:**
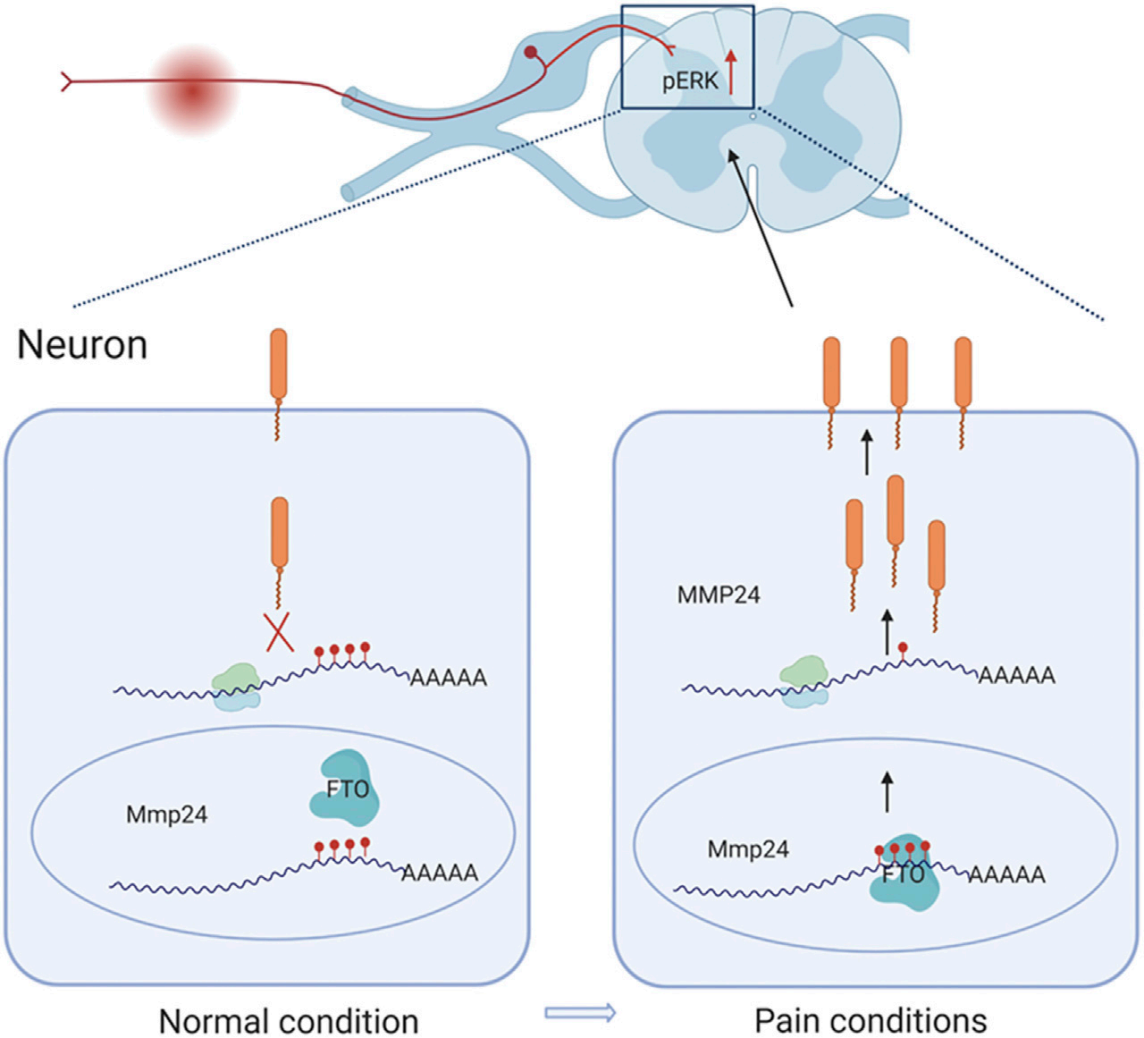
Schematic representation of the mechanism of MMP24 participation in neuropathic pain. Black arrows depict promotion. Red arrows represent upregulation. Never injury can facilitate the binding of FTO to *Mmp24* mRNA in spinal neurocytes nuclei and subsequently lead to the reduced level of m^6^A modification followed by the enhanced translation of its mRNA. Increased MMP24 can facilitate ERK phosphorylation in the spinal cord and induce neuropathic pain.

MMP24 was explicitly detected in neurons of both the central and peripheral nervous systems (Hayashita-Kinoh et al., 2001; Sekine-Aizawa et al., 2001) and identified as a brain-specific MMP (Llano et al., 1999; Wang and Pei, 2001). The present study showed that MMP24 was mainly expressed in the spinal neurons as it was co-expressed with NeuN-labeled individual neurons. Meanwhile, our results also supported the existence of MMP24 in the spinal astrocytes and microglia after SNL even though at a low abundance. Besides, the morphologic observation of the MMP24-labeled cells proved the presence of MMP24 in the matrix of the dorsal horn, supporting the role of MMP24, as an extracellular matrix metalloproteinase, in regulating cleavage of the cell-cell adhesion molecule N-cadherin to influence the neuronal circuit formation and plasticity (Komori et al., 2004; Folgueras et al., 2009).

Previous studies showed that mice with genetically ablated MMP24 exhibited a lowered severity of mechanical allodynia after partial sciatic nerve injury or spinal cord transection (Komori et al., 2004) through the lowered degradation of chondroitin sulfate proteoglycans, which are abundant in neuronal tissues and inhibit neurite outgrowth (Dou and Levine, 1994). Deletion of *Mmp24* also relieved thermal pain after the inflammation model through increased interaction between mast cells and nociceptive neurites (Folgueras et al., 2009). Our study further demonstrated the involvement of spinal MMP24 in the different phases of neuropathic pain. Specifically, blocking the SNL-induced increase in MMP24 in the spinal cord attenuates both the mechanical allodynia and heat hyperalgesia in both development and maintenance phases, accompanied by lessened activation ERK1/2. Moreover, intraspinal specific overexpression of MMP24 by LV persistently induced both the mechanical allodynia and heat hyperalgesia with the activation of ERK1/2 absence of SNL. MMP24 was reported to show the ability to proteolytically activate MMP2 (Llano et al., 1999), which could cleave pro-IL-1β to activate ERK in the spinal cord (Kawasaki et al., 2008). Furthermore, MMP24 was required for the inflammatory response to TNF-α and IL-1β in the peripheral nervous system (Folgueras et al., 2009). Thus, MMP24 is likely to activate ERK through inflammatory mediators like IL-1β and TNF-α in the spinal cord. ERK1/2 phosphorylation has been widely considered in recent years as a spinal neuron sensitization marker (Zhuang et al., 2005; Gu et al., 2018). Its activation could subsequently induce the expression and release of various downstream pain-related genes like *Cxcl10*, *Ccl2*, and *Ccl7*, or affect neuronal excitability of the central neurons, and eventually trigger the pain behaviors (Jiang et al., 2020a; Jiang et al., 2020b).

Mounting evidence indicates that epigenetic alterations play a critical role in neuropathic pain induction and maintenance, including histone acetylation/methylation, DNA methylation and non-coding RNAs (Penas and Navarro, 2018). Spinal coactivator-associated arginine methyltransferase 1 (CARM1) regulated histone methylation of the potassium channel promoter to participate in neuropathic pain development (Hsieh et al., 2021). Also, spinal ten-eleven translocation methylcytosine dioxygenase 1 (Tet1) decreased the DNA methylation state in metabotropic glutamate receptor subtype 5 (mGluR5) promoter to mediate spinal plasticity and pain hypersensitivity (Hsieh et al., 2017). Epigenetic modification at the transcriptional level has achieved much progress in neuropathic pain genesis these years, while the translational level epigenetic regulation is still incomplete. Interestingly, the current study demonstrates that although the level of *Mmp24* mRNA was not altered in SNL, the expression of MMP24 protein was significantly increased in the spinal cord in a time-dependent manner, suggesting the accelerated translation of spinal *Mmp24* mRNA after SNL. A previous study showed that m^6^A enrichment in many transcripts was changed in the DRG upon peripheral nerve injury. This change contributed to increased translation during axon regeneration, revealing the critical role of m^6^A modification in response to nerve injury (Weng et al., 2018). Our MeRIP-seq and RIP-PCR assay showed a considerable loss of m^6^A sites in *Mmp24* mRNA in the spinal cord under neuropathic pain. It suggests that m^6^A modification in *Mmp24* mRNA may be accountable for the accelerated translation of *Mmp24* mRNA. Indeed, we found that after SNL, the increased level of MMP24 protein (not *Mmp24* mRNA) was accompanied by a higher occupancy of FTO in the *Mmp24* mRNA and the consequently lessened enrichment of m^6^A. Moreover, FTO overexpression erased the m^6^A sites in the *Mmp24* mRNA and increased the level of MMP24 protein. Conversely, FTO knockdown markedly increased the m^6^A enrichment in the *Mmp24* mRNA and reduced the expression of MMP24 protein, but not *Mmp24* mRNA, in the spinal neurons. Together, the accelerated *Mmp24* mRNA translation after SNL in the spinal cord was likely resulted from the lowered FTO-mediated m^6^A modification in *Mmp24* mRNA.

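Among the 27380 pairs of peaks shared by the CCI and sham lists of the MeRIP-seq assay, the log2 ratio of fold enrichment at the 3′ end of *Mmp24* stood at the 18.2 percentile for the peak with the smallest differential p-value. The overlapping peak stood at the 15.8 percentile and the upstream site at the 23.1 percentile, while the 3′-UTR peak between them stood at the 53.3 percentile. Among the 1369 shared peaks in the same of 20 bins of IP signal, the peak with the smallest differential p-value stood at the 12.7 percentile, inside their central 95%. These 1369 peaks can include true changes, so their spread does not measure variation between libraries alone. After the median shift of all shared peaks was subtracted, the log2 ratio at the transcript end was -0.56. With the peaks ranked by fold enrichment within each list, the same peak was in the top 24.9% of the sham list and in the top 36.0% of the CCI list.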

Previous studies displayed that FTO was localized in the nucleus in neurons in the central nervous system, including the hippocampus and midbrain (Hess et al., 2013; Li et al., 2017). Functionally, FTO bound to the m^6^A sites and reduced the m^6^A enrichment to mediate the biogenesis of its target transcripts in the central neurons (Hess et al., 2013; Leonetti et al., 2020). Consistently, the present study revealed that FTO was co-expressed with NeuN in nuclei of the spinal neurons and colocalized with MMP24. However, the expression of spinal FTO was not altered after SNL. How the FTO preferentially binds to *Mmp24* mRNA under the neuropathic pain condition is unclear. This could be due to that the binding of FTO and *Mmp24* mRNA in the spinal cord is regulated by nerve injury-sensitive signaling pathways (Bresson et al., 2020), such as the upregulation of mediators in promoting the interaction of FTO and *Mmp24* mRNA or downregulation of competitors in competing for the binding between FTO and *Mmp24* mRNA (Song et al., 2019; Ontiveros et al., 2020). Although demethylase FTO, as an “eraser”, removed the m^6^A in *Mmp24* mRNA after SNL, the specific “reader” decoding the m^6^A modification in the *Mmp24* mRNA remains unknown. Previous studies found that m^6^A promoted translation efficiency via the reader proteins (Roundtree et al., 2017), like YTHDF1 (Jia et al., 2019). However, recent studies from C.H. et al. found that the effect of m^6^A on translation was highly heterogeneous and depended on the binding of specific RNA binding proteins (Zhang Z. et al., 2020). For example, the newly identified m^6^A effector YBX3, opposite to YTHDF1 in function, mediated m^6^A effect by repressing the translation of YBX3-bound m^6^A transcripts (Snyder et al., 2015; Zhang Z. et al., 2020). Here, the m^6^A loss-mediated promotion in *Mmp24* mRNA translation possibly depends on the effectors like YBX3, but not YTHDF1. Further investigation is warrented for its identification.

In summary, our study reveals an FTO-triggered epigenetic mechanism of MMP24 upregulation in the spinal cord after SNL. Blocking the SNL-induced increase of MMP24 in the spinal cord mitigated pain hypersensitivity both in the development and maintenance phase without altering the basal/acute responses or locomotor functions. MMP24 may be an endogenous initiator of neuropathic pain and could be a potential target for this disorder's prevention and treatment.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

How the deposited data were processed for this re-analysis (not part of the article)

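Spinal cord from mice on day 7 after CCI or sham surgery was analysed by MeRIP-seq, with 1 IP and 1 input library per group. According to the paper, the authors removed adaptor and low-quality reads with Cutadapt and in-house scripts, mapped the reads with bowtie at default settings, called peaks with MACS2 and annotated them with ChIPseeker. The deposited tables carry the column names of exomePeak output, and whether strand was used in calling is not stated. The genome build is not named in the text of the paper. The authors' methods do not give the number of mice behind each library.

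3 deposited tables were used, the CCI peak list, the sham peak list and the table of differential peaks. The fold enrichment in each deposited table is a ratio of IP over input computed by the authors. The p-value of each peak is the authors' test of IP against input. The deposited log10 p-values and log10 false discovery rates were handled as a score, since some lie far below the usual range or are given as minus infinity. The differential log2 fold change of CCI against sham is the authors' own, and its calculation is not described in the paper. Its sign was checked against the peak lists, where 88.7% of the 4293 differential peaks that overlap a peak in both lists had a log2 ratio of fold enrichment with the same sign. The log2 fold change in the deposited table is thus not the plain ratio of the fold enrichments. All 4812 differential peaks had a differential p-value below 0.01, so the threshold of 0.05 in the statistics section of the paper removed none.

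Peaks were compared by their exonic blocks, with an overlap of at least 1 bp. Pairs of peaks were formed where each peak was the other's best partner by the shared share of bases. The region of a peak is the annotation given by the authors, shortened to 3′-UTR, exon or 5′-UTR. Shares are given with 95% Wilson intervals, which cover counting error only. With 1 library per group, no p-value between the groups or across genes was computed. Comparisons of sets of peaks describe these libraries only, and their intervals cover counting error and not the variation between animals. The files give no counts of reads, so the depth per library is unknown and no interval was put on a fold enrichment. The fold enrichments of different lists were made against different inputs and over different peak borders, which limits any comparison between lists. Sets of peaks were compared with 10000 random lists of the same size, matched in 20 bins on the strength of the IP signal (the authors' score of IP against input), and shares of losses were compared within 20 strata of that signal.

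The rule for naming genes in the text was set before the data were examined. It takes the 27 genes that the paper names, and by their values in the authors' deposited table the 3 genes with the largest fall and the 3 with the largest rise among the differential peaks that overlap a peak of the list in which they are higher. BC029722, the mitochondrial genes and the genes with the most differential peaks were chosen after their values were seen. The alternatives covered the false discovery rate and the fold enrichment of the peaks, the overlap that counts as shared, the thresholds of the differential table, the unit of counting (peak, gene or transcript) and the scale of the *Mmp24* comparison. Of the 13558 gene names in the tables, 12541 were symbols and 275 were synonyms in the RefSeq table of GRCm38.p6, which was used only to check names, and 742 had no match.

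The overlap, pairing, matching and counting steps were tested on simulated data. In 2 simulated lists of 3000 peaks, all 2700 true pairs were recovered with the right partner, and a simulated shift of 0.50 on the log2 scale was returned as 0.51 over the 2521 unchanged pairs. The simulated peaks lay far apart and had equal lengths in both lists. The choice between overlapping neighbours or unlike borders was therefore not tested. The search for the motif of m6A in the peaks was not run, since a genome sequence was not used here. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.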

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

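The tests in this part were chosen after the result was seen. The paper does not discuss the mitochondrial genome, and all 9 differential peaks on the mitochondrial chromosome were gains in CCI. Their log2 fold changes in the authors' deposited table ran from 0.16 to 0.49, with the largest in mt-Ti (0.49), mt-Atp8 (0.34) and mt-Nd6 (0.34). In the peak lists, each of the 9 shared mitochondrial peaks had a higher fold enrichment in CCI than in sham, with log2 ratios from 0.07 to 0.77 and a median of 0.33. The genes were chosen after their values were seen.

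A CCI IP that was stronger for all peaks alike is argued against by the nuclear differential peaks, of which 38.5% (95% Wilson interval 37.2 to 39.9%) were gains. A leaning of very strong IP signals towards gains is argued against as well, because only 30.4% (25.2 to 36.1%) of the 273 nuclear differential peaks with an IP signal as strong as the mitochondrial ones were gains. This match was on the authors' score of IP against input and not on fold enrichment. The fold enrichment of the 9 mitochondrial differential peaks ran from 1.64 in mt-Nd5 to 26.1 in mt-Nd4 in the authors' deposited table. Nuclear peaks with a similar fold enrichment were not compared. Chance remains open, because the shared direction of the 9 peaks was not tested against random lists. Only the size of the ratios was. The median log2 ratio of the 9 shared mitochondrial peaks stood at the 96.0 percentile of 10000 random lists of 9 shared peaks matched on the IP signal. This lay inside their central 95%. Neighbouring mitochondrial peaks are cut from the same long transcripts and are not independent. Reads shared with nuclear copies of mitochondrial sequence and a change of the input level were not tested. An effect of the injury on mitochondrial transcripts stays open and was not tested, since there was 1 library per group.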

How the results depend on the processing

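No paired analysis was possible because each group has 1 IP and 1 input library and no result comes from a test between samples. The alternatives were set before the data were examined, except 5 kinds chosen after seeing the data: a false discovery rate below 0.01, a minimum absolute log2 fold change of 0.5, the counting of overlapping peaks as 1, overlap by the whole span, and counting by gene ID. Of 93 values under alternatives, 63 stayed within the counting error or within 1.5 times the count, or within 0.1 on the log2 scale, 27 moved further and 3 crossed an even split of losses and gains. Some of the 63 say nothing about stability. Among them is the ratio of ranks for *Mmp24*, which is not on the scale of fold enrichment. Using every row of the authors' deposited table or a differential p-value below 0.01 removed no peak, and centring on the median shift (0.03) moved no call because the smallest absolute log2 fold change is 0.07. The search for the motif, with its alternatives, was not run.

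The excess of losses depended on the size of change required. With an absolute log2 fold change of at least 1, the share of losses in the authors' deposited table fell from 61.3% to 47.5% (95% Wilson interval 43.9 to 51.0%), about an even split. Under the same minimum, it fell from 55.8% to 41.1% (36.2 to 46.2%) in the 3′-UTR, where gains were in excess, and from 61.6% to 44.2% (38.3 to 50.3%) in exons, where an even split is not excluded. In the 5′-UTR it was 69.4% (61.5 to 76.4%), and losses remained in excess. The cause was not tested beyond the strength of the IP signal, given with the other observations. A minimum of 0.5 gave 54.8% losses. A false discovery rate below 0.01 raised the share of losses to 65.9%, with 59.0% in the 3′-UTR, 67.1% in exons and 87.0% in the 5′-UTR. With overlapping differential peaks counted as 1, the 4543 remaining peaks held 61.3% losses.

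For gene names, the minimum of 1 left 713 of 3436, with 333 losses, 370 gains and 10 of both kinds, a near balance of losses and gains. With a false discovery rate below 0.01, 2066 gene names remained, with 1275 losses, 634 gains and 157 of both kinds. With peaks in the 3′-UTR only, 2162 gene names had 1165 losses, 852 gains and 145 of both kinds. These lower counts follow from the smaller number of peaks that each setting admits.

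The minimum of 1 also lowered the 3′-UTR share of the differential peaks from 55.1% to 47.6% and raised the exon share to 33.6% and the 5′-UTR share to 18.8%. With each gene and region counted a single time, the 5′-UTR share was 16.7%, while the 3′-UTR share of all peaks was 47.5% in CCI and 46.6% in sham. Under the other alternatives for the regions, the 3′-UTR remained the largest class of differential peaks, from 54.1% to 55.1%.

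The share of CCI peaks with a partner in sham was 87.7%. It was 76.2% with an overlap of 50% of both peaks, 86.2% with a fold enrichment of at least 2 and 88.2% with a false discovery rate of the peak below 0.01. For the sham peaks, the share went from 83.9% to 74.3% with the stricter overlap and to 83.2% with a fold enrichment of at least 2. For *Mmp24*, the log2 ratio at the transcript end was -0.53 as deposited and -0.56 after centring on the median shift. The ranks within each list gave -0.53, which is the log2 ratio of the sham to the CCI rank position. That value is not a ratio of fold enrichments and says nothing about the stability of the deposited ratio. With 1 library per group and no read counts, the error of these ratios is unknown.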

Differences from the paper's values

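The level of the *Mmp24* 3′-UTR site in CCI relative to sham, about 0.43 in Fig. 4D, read by eye, is the paper's. The ratio of the deposited fold enrichments at the transcript end was 0.690. The axis of Fig. 4D has no unit, so whether both values are on the same scale is not known. With the log2 ratio centred on the median shift of the shared peaks, the ratio was 0.678, which did not close the gap. The other alternative set before the data were examined used the rank position, in percent from the top of each list. The position in sham over that in CCI was 0.693. A ratio of ranks is not a ratio of levels, so it cannot be set against the value of Fig. 4D.

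The authors' deposited table lists 3 differential 3′-UTR peaks of *Mmp24*, of which 2 cover nearly the same bases, and Fig. 4D does not say which of them it draws. The paper's total of 3437 transcripts was 3436 by gene name and 3437 by gene ID, an alternative chosen after seeing the values, because the name Raver1 has 2 gene IDs. The paper's 362 transcripts with both a loss and a gain were 361 by gene name and by gene ID, and its 1910 losses were 1910 by gene name and 1911 by gene ID. Counted by transcript ID, an alternative set before the data were examined, the authors' deposited table gave 3782 in all, with 2190 losses, 1329 gains and 263 of both kinds, so this unit did not return the paper's counts.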

Other observations

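The tests in this part were chosen after the results were seen, except those on a general weakening of the CCI IP for the direction of the differential peaks and for *Mmp24*. A general weakening of the CCI IP would make losses outnumber gains. A weakening of all peaks alike is argued against by the 27380 pairs of shared peaks. Their median log2 ratio of CCI to sham fold enrichment was 0.0267, and it was 0.0353 with an overlap of 50% of both peaks. The pairs went both ways, with 47.8% lower in CCI, so a weakening of some peaks only is not addressed. The different inputs and peak borders of the lists limit this test. Peaks called in only 1 list were left out, and an offset in the authors' log2 fold change would not be seen. For the fall at *Mmp24*, a weakening of all peaks alike is argued against by the same median, within the same limits. Subtracting that median leaves a log2 ratio of -0.56 at the transcript end. The rule for reading this distance was set after it was seen. The ordinary spread between the libraries is another explanation. The ratio was set against the 1369 shared peaks in the same of 20 bins of IP signal, with the limit used for the random lists, because weak peaks vary more than strong ones. It stood at their 12.7 percentile, inside their central 95% (log2 ratios from -1.19 to 1.23). The 1369 shared peaks can include true changes and pairs with unlike borders, so their spread does not measure variation between libraries alone. The test therefore cannot tell ordinary spread from a change of m6A at *Mmp24*. In these libraries, both stay open as sources of the fall in fold enrichment after CCI. The paper's replicated RIP-PCR, made after spinal nerve ligation and not CCI, found less *Mmp24* mRNA captured by the m6A antibody on day 7.

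Losses were less frequent among large changes than among small ones. They were 64.0% of the differential peaks with an absolute log2 fold change below 1 in the authors' deposited table and 47.5% (95% Wilson interval 43.9 to 51.0%, which includes an even split) of those at or above it, a difference of -16.5 percentage points. The strength of the IP signal was tested as a cause. With the differential peaks split into 5 groups of equal size, from the strongest to the weakest, the share of losses fell from 71.2% to 48.1% while the median absolute log2 fold change rose from 0.31 to 1.04. Within 20 strata of that signal, large changes still held fewer losses, by -7.50 percentage points (95% interval -12.5 to -2.49, counting error only). Signal strength may therefore account for part of the contrast but not for all of it. What produces the rest, including how the authors' table estimates a fold change at weak peaks, stays open.

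Losses were more frequent in the 5′-UTR than elsewhere, a contrast of 23.0 percentage points that the paper does not report. A weaker CCI IP for all peaks alike is argued against. The 4236 shared peaks in the 5′-UTR had a median log2 ratio of -0.10, below all 10000 random lists matched on the IP signal (percentile 0, median of the lists 0.03), whereas shared peaks in the 3′-UTR had a median of 0.06. A stronger IP signal in the 5′-UTR is argued against, since the contrast was 23.6 percentage points (19.9 to 27.4) within strata of that signal. The antibody also binds m6Am next to the cap, and a loss at the transcription start alone was tested. It is argued against by the 141 differential 5′-UTR peaks more than 300 bp from the annotated start, of which 80.1% (72.8 to 85.9%) were losses. Starts missing from the annotation would weaken this test. Introns would as well if the deposited distance runs along the genome, since a far peak could then lie near the cap in the mRNA. A candidate explanation is a lower m6A level in the 5′-UTR after CCI. A difference between the 2 pairs of libraries in the recovery of 5′ ends stays open as well, because each group has 1 library pair.

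The end of *Mmp24* overlaps BC029722 on the other strand, and reads of BC029722 could contribute to the peaks there. For the upstream *Mmp24* peak, this is argued against, as that peak lies outside BC029722 and had a log2 fold change of -0.59 in the authors' deposited table. For the peaks at the transcript end, the contributions of the 2 genes cannot be told apart. The differential peak of BC029722 itself, in its 3′-UTR beyond the end of *Mmp24* from 155818507 to 155818776, was also lower in CCI, with a log2 fold change of -0.41 (false discovery rate 0.000537) in the authors' deposited table, and the tables do not say on which strand the reads lie.

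Of the 27 genes that the paper names, 5 had a differential peak, 14 had peaks but no differential peak and 8 had no peak in either list. Among the m6A enzymes, *Fto* had 4 peaks in CCI and 3 in sham. A 3′-UTR peak of *Fto* on chromosome 8 from 91666522 to 91666821 was higher in CCI by 0.26 on the log2 scale (false discovery rate 0.0490) in the authors' deposited table. A 3′-UTR peak of *Wtap* was lower, at -0.27 (false discovery rate 0.0407) in the authors' deposited table. *Alkbh5* had 3 peaks in CCI and 4 in sham and no differential peak, and *Mettl3* and *Mettl14* had no peak. Both values are near the limit of the table. *Rbfox3*, which encodes the neuronal marker NeuN, had 2 lower 3′-UTR peaks (-0.30 and -0.27 in the authors' deposited table). *Gfap* had both a gain and a loss in the authors' deposited table, a 3′-UTR peak with a log2 fold change of 0.42 (false discovery rate 0.000550) and an exon peak with -0.20 (false discovery rate 8.13e-05). For the 3′-UTR peak of *Gfap*, the fold enrichment of the overlapping peaks was lower in CCI (346) than in sham (422). *Tet1* had 4 peaks in sham and 0 in CCI, and *Ctss* had 1 in sham and 0 in CCI, with no differential peak for either gene.

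The largest falls in the authors' deposited table were in the 3′-UTR of *Tiprl* (-4.28), an exon of *A830052D11Rik* (-3.79) and the 3′-UTR of *Urm1* (-3.71). The largest rises in the authors' deposited table were in the 5′-UTR of *Dyrk1a* (3.65), the 5′-UTR of *Cd99l2* (3.65) and the 3′-UTR of *Fam149b* (3.45). The fold enrichment of the overlapping peaks was 82.5 in sham and 19.3 in CCI for *Tiprl*, and 4.26 in sham and 66.2 in CCI for *Cd99l2*. For *Dyrk1a*, it was 25.6 in sham and 52.1 in CCI. For both *Tiprl* and *Dyrk1a*, the change between the lists was smaller than the table gives.

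Some genes held many differential peaks that repeat a locus. *Pcdhgc4* had 34 in the authors' deposited table, all gains, at 4 separate loci, and *Gm10544* had 13, all losses, at 1 locus. *Pcdha11* had 16, of which 14 were gains, at 3 loci. In the whole table, 471 differential peaks shared bases with another one, and 4543 separate loci remained after merging. The long noncoding RNA *Meg3* had 9 differential peaks at 9 separate loci, 8 of them gains, with a median log2 fold change of 0.33 in the authors' deposited table.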
